# Activation of *Xist* by an evolutionarily conserved function of KDM5C demethylase

**DOI:** 10.1038/s41467-022-30352-1

**Published:** 2022-05-11

**Authors:** Milan Kumar Samanta, Srimonta Gayen, Clair Harris, Emily Maclary, Yumie Murata-Nakamura, Rebecca M. Malcore, Robert S. Porter, Patricia M. Garay, Christina N. Vallianatos, Paul B. Samollow, Shigeki Iwase, Sundeep Kalantry

**Keywords:** Dosage compensation, Gene regulation

## Abstract

*XX* female and *XY* male therian mammals equalize X-linked gene expression through the mitotically-stable transcriptional inactivation of one of the two X chromosomes in female somatic cells. Here, we describe an essential function of the X-linked homolog of an ancestral X-Y gene pair, *Kdm5c*-*Kdm5d*, in the expression of Xist lncRNA, which is required for stable X-inactivation. Ablation of *Kdm5c* function in females results in a significant reduction in Xist RNA expression. *Kdm5c* encodes a demethylase that enhances *Xist* expression by converting histone H3K4me2/3 modifications into H3K4me1. Ectopic expression of mouse and human *KDM5C*, but not the Y-linked homolog *KDM5D*, induces *Xist* in male mouse embryonic stem cells (mESCs). Similarly, marsupial (opossum) *Kdm5c* but not *Kdm5d* also upregulates *Xist* in male mESCs, despite marsupials lacking *Xist*, suggesting that the KDM5C function that activates *Xist* in eutherians is strongly conserved and predates the divergence of eutherian and metatherian mammals. In support, prototherian (platypus) *Kdm5c* also induces *Xist* in male mESCs. Together, our data suggest that eutherian mammals co-opted the ancestral demethylase KDM5C during sex chromosome evolution to upregulate *Xist* for the female-specific induction of X-inactivation.

## Abstract (web summary)

Here the authors show eutherian mammals co-opted the histone demethylase KDM5C during sex-chromosome evolution to induce X-chromosome inactivation by upregulating Xist expression selectively in females.

## Introduction

X and Y chromosomes in therian mammals evolved from an ordinary pair of normally recombining autosomes^1–3^. As the Y chromosome formed, its ability to recombine with the X chromosome decreased incrementally and it lost much of its gene content^4^. Consequent to the loss of Y-linked genes in males, eutherian (placental) and metatherian (marsupial) females ultimately evolved X-chromosome inactivation, which silences genes along one of the two X chromosomes, thereby equalizing X-linked gene expression between the sexes^5^.

Although most X–Y homologs have been lost from the Y chromosome, some remain intact and functional. Moreover, the X-linked homologs of ancestral Y-linked genes that are broadly expressed almost invariably escape X-inactivation^6,7^. Escape from inactivation is thought to ensure similar combined expression of X–Y gene pairs between the sexes and is premised upon the homologs being functionally equivalent to one another^6,7^. Ancestral X–Y gene pairs, however, have been separated for ~100 million years and have accumulated amino acid substitutions due to lack of recombination^6,7^. Escape from X-inactivation of diverged X–Y gene pairs can lead to increased expression of the X-linked homolog in females vs. males and contribute to sexually dimorphic effects^8,9^, including potentially in X-inactivation in females^10,11^.

Stable X-inactivation in eutherians requires the Xist long noncoding RNA^12,13^, which is upregulated from and physically coats the future inactive X chromosome^14,15^. Xist RNA accumulation directly or indirectly recruits a suite of proteins that in turn stably silence X-linked genes^16–20^. How Xist RNA is preferentially upregulated in females, but not males, remains unclear^11^.

*Xist* and all of its transcriptional regulatory elements, including both *cis*-acting sequences and *trans*-acting factors, are believed to reside within the *X-inactivation center* (*Xic*) region of the X chromosome^21,22^. The *Xic* is thought to be both necessary and sufficient to induce X-inactivation^21,23,24^. One model of female-specific induction of X-inactivation relies on the sensing of the X chromosome complement via the physical pairing of the two Xs in *XX* cells through sequences within the *Xic*^25^. This coupling of the X chromosomes is proposed to result in a transvection-like mechanism that induces Xist RNA in *XX* females but not in *XY* males^26–28^. However, deletions of all candidate *Xic* elements involved in X chromosome pairing fail to prevent Xist upregulation from an X chromosome in differentiating female mouse embryonic stem cells (ESCs)^10,29^, which stochastically silence one of their two Xs during the process of random X-inactivation^30^. Moreover, physical separation of the two X chromosomes by tethering of one or both X chromosomes in female ESCs to the nuclear lamina nevertheless led to *Xist* induction upon differentiation of the ESCs^31^.

Another candidate mechanism underlying the female-specific induction of Xist RNA is the increased expression in *XX* females vs. *XY* males of *Xic*-encoded diffusible *Xist* activators that function in *trans*. The X-linked *Rnf12*/*Rlim* gene has been proposed to encode such a dose-dependent activator of *Xist*^32^. When ectopically expressed in *XY* male ESCs, *Rnf12*, which encodes an E3 ubiquitin ligase, can induce *Xist* in a subset of the cells^32^. *Rnf12* is also required to maintain Xist RNA expression during imprinted X-inactivation in mice^33^. Imprinted X-inactivation results in the silencing exclusively of genes on the paternally-inherited X chromosome in all cells of the preimplantation mouse embryo^34,35^. An *Rnf12* mutation on the maternally-derived X chromosome results in reduced Xist RNA expression from the paternal X chromosome in morula-stage female mouse embryos^33^. *Rnf12*, however, appears to be dispensable for Xist RNA induction during random X-inactivation that characterizes the epiblast lineage, which gives rise to all the somatic cell types and germ cells in the mouse embryo^34–37^. *Rnf12*^+/−^ and *Rnf12*^−/−^ female mouse embryonic epiblasts and differentiating female ESCs can upregulate Xist RNA expression, which suggests that alternate factors can induce Xist RNA in a dose-dependent manner during random X-inactivation^29,32,36,37^.

The *Xic*-linked *Ftx* and *Jpx*/*Enox* lncRNA-expressing loci have also been proposed to activate *Xist* expression in females^38–40^. However, deletions of *Ftx* and *Jpx*/*Enox* together with *Rnf12* on an X chromosome do not abrogate *Xist* induction in differentiating *XX* female ESCs but may lead to reduced *Xist* expression in *cis* from the mutant X chromosome^29^. These results suggest that *Ftx* and *Jpx*/*Enox* loci do not function as dose-dependent and diffusible *trans*-acting activators of *Xist* that induce X-inactivation selectively in females^41^. Other lncRNA-expressing loci in the *Xic* also appear to regulate *Xist* in *cis*, but not in *trans*^10,42^.

Our prior work suggested that *Xist* is preferentially induced in females at the onset of random X-inactivation by gene(s) that later escape X-inactivation^11^. We found that a disruption of the *Xist* antisense repressor *Tsix* ectopically induced *Xist* from the active *Tsix*-mutant X chromosome (*X*^Δ*Tsix*^) in differentiating pluripotent stem cells of both sexes in vivo and in vitro^10,11^. Interestingly, however, the ectopic expression of Xist RNA from the active *X*^Δ*Tsix*^ occurred in greater numbers of differentiating *X*^Δ*Tsix*^*X* female pluripotent embryonic epiblast cells and cultured epiblast stem cells (EpiSCs) compared to *X*^Δ*Tsix*^*Y* male cells^11^. EpiSCs are primed pluripotent stem cells^43,44^, which capture X-inactivation shortly after it has begun^10,11^. Since female EpiSCs harbor an inactivated X chromosome, we hypothesized that the increased dose in *X*^Δ*Tsix*^*X* females compared to *X*^Δ*Tsix*^*Y* males of one or more genes which escape X-inactivation underlie the more robust ectopic *Xist* induction in differentiating *X*^Δ*Tsix*^*X* female vs. *X*^Δ*Tsix*^*Y* male EpiSCs^11^. We further postulated that the higher expression of such genes in females vs. males was also responsible for Xist expression at the onset of X-inactivation in wild-type female epiblast cells^11^. The discovery and characterization of such factor(s) promised to explain the female-specific induction of random X-inactivation. Through in vivo and in vitro experiments, we reveal a role for the evolutionarily conserved X-inactivation escapee *Kdm5c*, which encodes a histone H3 di- and tri-methylated lysine 4 (H3K4me2 and H3K4me3) demethylase^45,46^, in the dose-dependent upregulation of *Xist* expression in eutherian mammals.

## Results

### *Kdm5c* is required for robust Xist RNA expression in the mouse epiblast lineage

We nominated the lysine demethylase KDM5C as a candidate activator of *Xist* for two primary reasons. First, *Kdm5c* is a part of an ancestral X–Y chromosomal gene pair that is conserved across therian mammals^6,7^. *Kdm5c* escapes X-inactivation in both mouse and human^47–50^ and exhibits an X-inactivation escapee chromatin profile in opossum^51^, a marsupial species, suggesting a dose-dependent and evolutionarily conserved function. Second, hypomethylation of H3K4 is associated with *Xist* induction^52,53^.

Because our prior work suggested that female EpiSCs express *Xist* activator(s) at a higher level than male EpiSCs^11^, we tested the relative levels of *Kdm5c* RNA in female vs. male EpiSCs by RT-qPCR. *Kdm5c* was consistently more highly expressed in female vs. male EpiSCs (Fig. 1a). We also quantified relative *Kdm5c* RNA levels in female vs. male ESCs. Whereas *XX* EpiSCs harbor an inactivated X chromosome, *XX* ESCs are in a pre-X inactivated state with two active X chromosomes and undergo X-inactivation only upon differentiation^30^. *Kdm5c* was also more highly expressed in female ESCs than in male ESCs (Fig. 1b). *Kdm5c* is therefore expressed more highly in female vs. male cells both after and prior to the initiation of X-inactivation, as we predict for an activator of *Xist*.

**Fig. 1:**
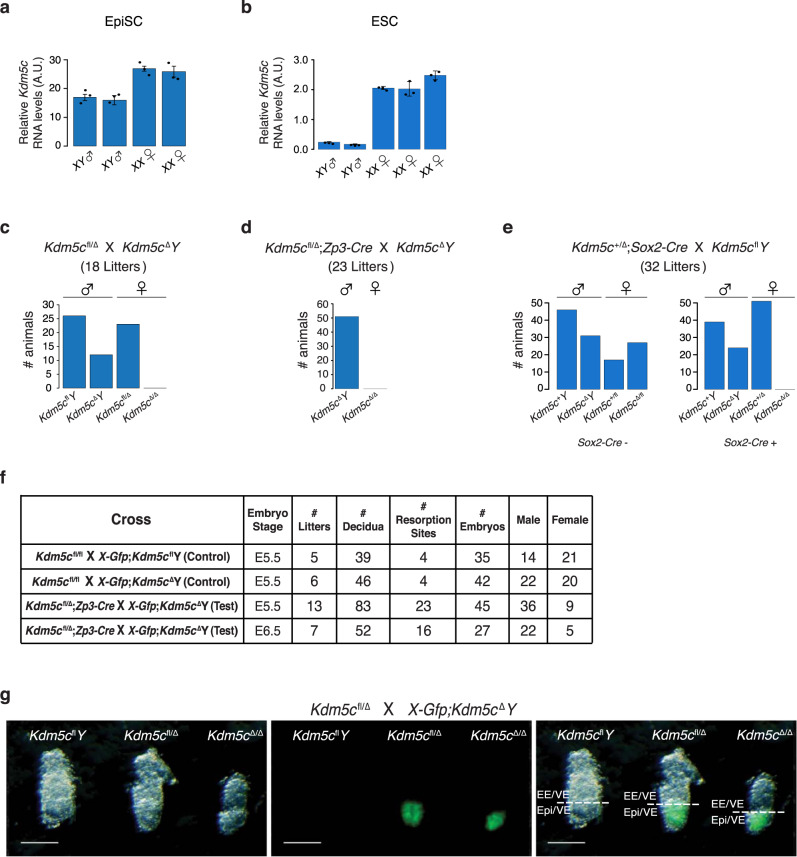
Lethality of *Kdm5c*^Δ/Δ^ female embryos. **a**, **b** Relative quantification of *Kdm5c* RNA levels in wild-type *XX* female and *XY* male EpiSCs (**a**) and ESCs (**b**) by RT-qPCR. Each bar in the graph represents an individual cell line analyzed by RT-qPCR in triplicate. Data are presented as mean $$\pm$$ standard deviation between technical replicates. **c**–**f** Quantification of liveborn mice (**c**–**e**) and recovery of embryonic day (**E**) 5.5 and 6.5 embryos (**f**). **g** Representative micrographs of E5.5 embryos. 13 litters were analyzed with similar results. Scale bars, 50 μm. Expression of a paternally-inherited *X-Gfp* transgene marks female embryonic epiblasts (Epi) but not extraembryonic ectoderm (EE) or visceral endoderm (VE) due to random X-inactivation in the epiblast lineage and imprinted X-inactivation of the paternal X-chromosome in extraembryonic lineages^60,61^. See also Supplementary Fig. 1a. Source data are provided as a Source Data file.

To test a female-specific role for *Kdm5c*, we took advantage of a *lox*p flanked (“floxed” or “fl”) conditionally mutant *Kdm5c* mouse strain^54^. 

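RNA-Seq was performed on epiblast-like cells (EpiLCs), which were obtained by differentiating embryonic stem cells (ESCs) for 48 h, with 3 libraries for each of 4 genotypes. The genotypes were female *Kdm5c* fl/fl, female *Kdm5c*Δ/Δ, male *Kdm5c* fl*Y* and male *Kdm5c*Δ*Y*. Total RNA was depleted of ribosomal RNA, and the libraries were sequenced as single-end reads of 50 bp. The authors deposited a table for each sex that lists the mean normalized count of 22911 genes in the control and in the mutant, their fold change, a p-value and an adjusted p. A normalized count is the number of reads on a gene divided by the size factor of its library. The tables hold no columns of single libraries. Each mean is the average of 3 whole numbers of reads, each divided by the factor of its library, so the reads of each library were worked out from the means. In each genotype, every gene with a mean of up to 10000 had exactly 1 solution, which covered 99.7 to 99.8% of the genes and 86.0 to 91.4% of the normalized reads. The 3 libraries of a genotype are called A, B and C here, by falling size factor, and could not be tied to single ESC lines. Between 5516216 and 11092731 reads were recovered per library. The median was 7691829 in *Kdm5c* fl/fl, 10473437 in *Kdm5c*Δ/Δ, 7972705 in *Kdm5c* fl*Y* and 8144614 in *Kdm5c*Δ*Y* EpiLCs. Mutant and control libraries were compared within each sex with limma on log2(normalized count + 1), a test that was added after the deposited tables had been seen. The values of the authors' own comparison are given as the authors'.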

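*Kdm5c* lies on the X chromosome of mm9 from 148667563 to 148709078, on the + strand. In females, its normalized count was 2359.7 ± 60.7 (SD, n = 3 libraries) in *Kdm5c* fl/fl and 1453 ± 49.7 (SD, n = 3) in *Kdm5c*Δ/Δ EpiLCs. The log2 fold change was −0.70 (standard error 0.054, adjusted p = 4.7e-09 from limma over 19583 genes). All 3 *Kdm5c*Δ/Δ libraries were below all 3 *Kdm5c* fl/fl libraries (exact permutation test, two-sided, p = 0.10, the smallest that 3 libraries against 3 allow). When each library was left out in turn, the log2 fold change ranged from −0.73 to −0.68, and the adjusted p from limma reached at most 5.69e-06. The authors' deposited table gives a log2 fold change of −0.70 with an adjusted p of 1.68e-21. In males, the count was 2226 ± 133 (SD, n = 3) in *Kdm5c* fl*Y* and 1938 ± 39.7 (SD, n = 3) in *Kdm5c*Δ*Y* EpiLCs. The male libraries of the 2 genotypes did not overlap either, with the same p of the exact permutation test, 0.10. Across all genes, however, the male log2 fold change of −0.20 (standard error 0.11) had an adjusted p of 0.274 from limma, and 0.0886 to 0.539 with a library left out. The authors' deposited table lists an adjusted p of 0.871 for it. The change in males minus the change in females was 0.50 (standard error 0.10, adjusted p = 0.00347 from the limma interaction term over 22014 genes).

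**Figure D1:**
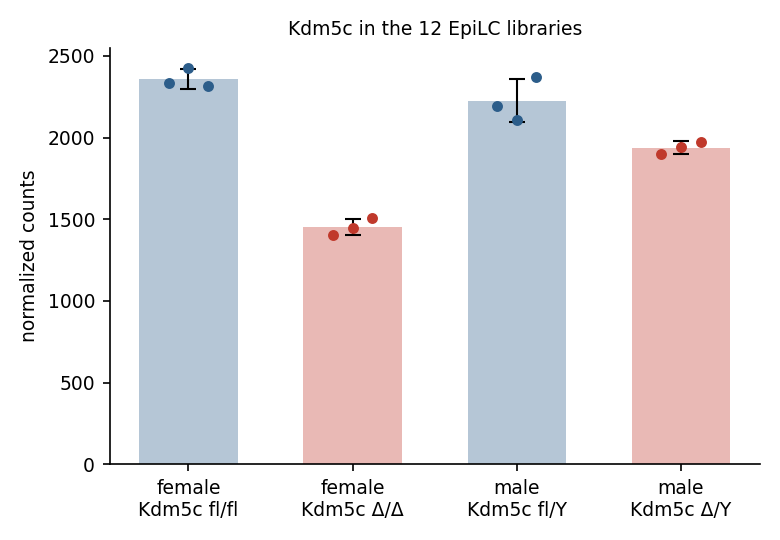
Normalized counts of *Kdm5c* in EpiLCs of the 4 genotypes, where bars are means, error bars are SDs and points are the 3 libraries. The *Kdm5c*Δ/Δ libraries lie between 1406 and 1505, and the libraries of the other genotypes between 1897 and 2429.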

Upon *Cre*-mediated recombination, the *Kdm5c*^fl^ allele generates a *Kdm5c*^Δ^ allele that lacks *Kdm5c* exons 11 and 12 (Supplementary Fig. 1a), which encode the enzymatic Jumonji-C (JmjC) demethylase domain and produces a barely detectable mutant protein^54,55^. A cross of *Kdm5c*^fl/Δ^ females with *Kdm5c*^Δ^*Y* males produced viable *Kdm5c*^Δ^*Y* males but not *Kdm5c*^Δ/Δ^ females (Fig. 1c). We next crossed *Kdm5c*^fl/Δ^ females harboring a *Zp3-Cre* transgene with *Kdm5c*^Δ^*Y* males. The expression of the *Zp3-Cre* transgene deletes floxed alleles in growing oocytes and thus ensures that the resulting embryos are depleted of any oocyte-derived KDM5C protein^56^, which may influence gene expression in the early embryo^57^. This cross also produced *Kdm5c*^Δ^*Y* males but no *Kdm5c*^Δ/Δ^ females (Fig. 1d).

Whereas embryonic epiblast cells of post-implantation female embryos undergo random X-inactivation, extraembryonic tissues maintain imprinted X-inactivation of the paternal X-chromosome that initiates in the preimplantation embryo^34,40,57,58^. We compared a requirement for *Kdm5c* in the epiblast vs. extraembryonic ectoderm by conditionally deleting *Kdm5c* using a *Sox2-Cre* transgene that efficiently excises floxed sequences in the nascent epiblast^59^. As with the crosses that generated constitutively mutant *Kdm5c*^Δ/Δ^ females (Fig. 1d), the epiblast-specific deletion of *Kdm5c* resulted in the absence of liveborn *Kdm5c*^Δ/Δ^ females (Fig. 1e).

To define when *Kdm5c*^Δ/Δ^ females were being lost, we isolated embryonic day (E) 5.5 and E6.5 post-implantation embryos from control and test crosses. In these crosses, the sires harbored a *Gfp* transgene on the X chromosome (*X-Gfp*), which is only transmitted to female progeny and thus permits visual sexing of the embryos^60,61^. Whereas the control crosses generated the expected distribution of female and male embryos, the test cross yielded fewer E5.5 and E6.5 *Kdm5c*^Δ/Δ^ female embryos compared to *Kdm5c*^Δ^*Y* male embryos (Fig. 1f). Moreover, the surviving *Kdm5c*^Δ/Δ^ E5.5 embryos were smaller relative to their heterozygous *Kdm5c*^fl/Δ^ female and *Kdm5c*^fl^*Y* male littermates (Fig. 1g).

From the results shown in Fig. 1, we surmised that the under-representation of E5.5 *Kdm5c*^Δ/Δ^ embryos may be due to defective random X-inactivation, which begins in the epiblast cells between E5.0-E5.25 stage of embryogenesis^10,62^. We therefore isolated E5.5 embryonic epiblasts and examined Xist expression by RNA fluorescence in situ hybridization (FISH) and RT-qPCR. Compared to *Kdm5c*^fl/fl^ and *Kdm5c*^fl/Δ^ cells, a significant number of E5.5 *Kdm5c*^Δ/Δ^ epiblast nuclei lacked large Xist RNA coats by RNA FISH (Fig. 2a). In addition, *Kdm5c*^Δ/Δ^ epiblasts showed a higher proportion of nuclei with dispersed or small Xist RNA signals (Fig. 2b and Supplementary Table 1). In accord with the RNA FISH data, RT-qPCR also revealed significantly reduced Xist RNA expression in E5.5 *Kdm5c*^Δ/Δ^ epiblasts compared to *Kdm5c*^fl/fl^ and *Kdm5c*^fl/Δ^ epiblasts (Fig. 2c and Supplementary Table 2). On average, Xist RNA expression in *Kdm5c*^Δ/Δ^ epiblasts was reduced by >80% compared to *Kdm5c*^fl/fl^ and *Kdm5c*^fl/Δ^ epiblasts.

**Fig. 2:**
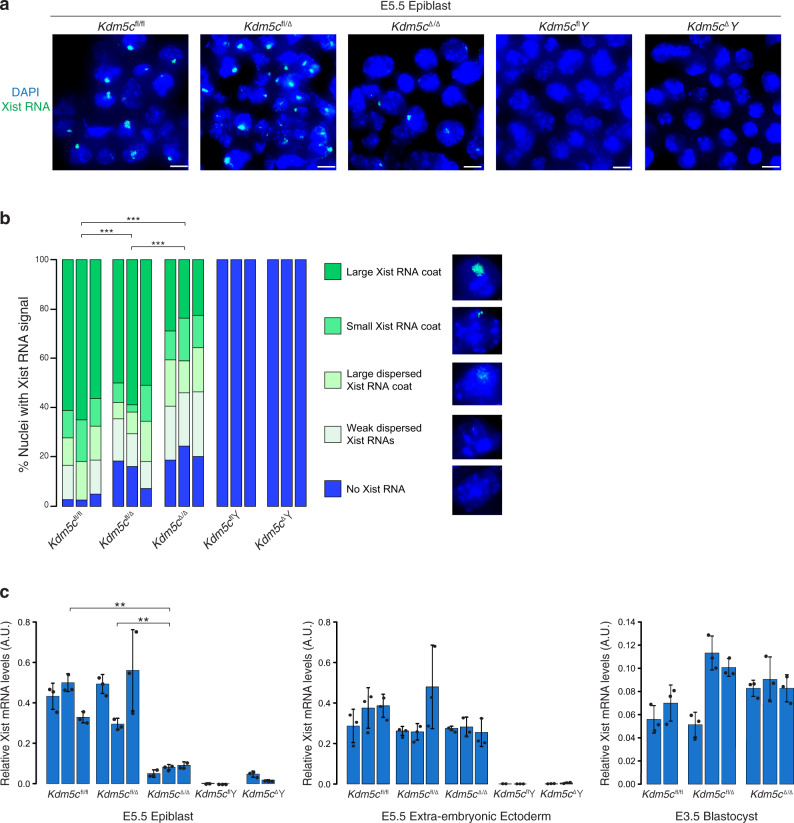
Reduced Xist RNA expression in *Kdm5c*^Δ/Δ^ female embryos. **a** Strand-specific RNA FISH detection of Xist RNA in representative E5.5 embryonic epiblast cells. Nuclei are stained blue with DAPI. Scale bars, 10μm. RNA FISH analysis was performed on 3 embryos/genotype with similar results. **b** Quantification of Xist RNA-coated nuclei in the E5.5 epiblast cells. Number of nuclei counted in each of the three embryos/genotype: *Kdm5c*^fl/fl^, *n* = 36, 77, and 80; *Kdm5c*^fl/Δ^, *n* = 76, 68, and 55; *Kdm5c*^Δ/Δ^, *n* = 128, 139, and 84; *Kdm5c*^fl^*Y*, *n* = 150, 200, and 100; *Kdm5c*^Δ^*Y*, *n* = 100, 93, and 85. *P* values, Chi-square test between female genotypes. *P ≤ 0.05; **P < 0.01; ***P < 0.001. See Supplementary Table 1 for Welch’s two-sided *t* test for all pairwise statistical comparisons. **c** Relative quantification of Xist RNA by RT-qPCR in E5.5 epiblasts, E5.5 extra-embryonic ectoderm, and E3.5 embryos. Each bar in the graph represents an individual E5.5 embryo fragment or E3.5 embryo analyzed by RT-qPCR in triplicate. Data are presented as mean $$\pm$$ standard deviation between technical replicates. *P* values, Welch’s two-sided *t* test on ΔCt values of biological replicates. *P ≤ 0.05; **P < 0.01; ***P < 0.001. Selected pairwise comparisons are shown. See Supplementary Table 2 for all pairwise statistical comparisons. See also Supplementary Fig. 1b. Source data are provided as a Source Data file.

To test if the deficiency in Xist RNA coating in *Kdm5c*^Δ/Δ^ epiblast was due to a failure of differentiation of the pluripotent epiblast progenitor cells, we concurrently assayed Xist RNA expression by FISH and the REX1 protein by immunofluorescence (IF) (Supplementary Fig. 1b). REX1 marks pluripotent epiblast progenitor cells and is rapidly downregulated when pluripotent cells differentiate^10^, concomitant with the onset of random X-inactivation^63^. As a control, we also conducted Xist RNA FISH and REX1 IF in E3.5 embryos, in which *Rex1* is expressed in the pluripotent epiblast progenitor cells of the inner cell mass^64^. Unlike E3.5 embryos, the E5.5 control and *Kdm5c*^Δ/Δ^ epiblast-enriched preparations were devoid of REX1 expression, indicating that they had undergone differentiation (Supplementary Fig. 1b).

We next tested Xist RNA expression in extraembryonic ectoderm cells of E5.5 embryos and in the preimplantation E3.5-stage embryos, both of which are subject to imprinted X-inactivation^34,40,57,58^. In contrast to the E5.5 epiblasts, Xist RNA levels in the three genotypes were comparable in female E5.5 extraembryonic ectoderm and E3.5 embryos (Fig. 2c and Supplementary Table 2). Xist RNA coating in *Kdm5c*^Δ/Δ^ and *Kdm5c*^fl/fl^ E3.5 embryos also appeared similar (Supplementary Fig. 1b). Together, these data demonstrate that *Kdm5c* is required for robust Xist RNA expression during random but not imprinted X-inactivation.

Epiblasts of surviving E5.5 *Kdm5c*^Δ/Δ^ embryos appeared smaller than that of *Kdm5c*^fl/Δ^ and *Kdm5c*^fl^*Y* littermates (Fig. 1g). To address the possibility that reduced Xist RNA expression in *Kdm5c*^Δ/Δ^ epiblast-enriched cells is a consequence of stunted development of the mutant embryos and to ensure quantitation of *Xist* induction in a pure population of cells of the epiblast lineage, we derived and analyzed *Kdm5c*^fl/fl^, *Kdm5c*^fl/Δ^, and *Kdm5c*^Δ/Δ^ female ESCs. Differentiation of *XX* ESCs into epiblast-like cells (EpiLCs) results in the stochastic inactivation of one X chromosome^10,30^ (Fig. 3a and Supplementary Fig. 2a). As in the E5.5 embryonic epiblast cells, *Kdm5c*^Δ/Δ^ EpiLCs showed fewer nuclei with large Xist RNA coats and a higher proportion of nuclei with dispersed or small Xist RNA signals compared to *Kdm5c*^fl/fl^ and *Kdm5c*^fl/Δ^ cells. (Fig. 3b, c and Supplementary Table 3). EpiLCs of all three genotypes showed downregulation of REX1, suggesting appropriate differentiation of the mutant ESCs (Supplementary Fig. 2b). The detection by FISH of biallelic expression of the X-linked gene *Atrx* demonstrates that the lack of Xist RNA coating in *Kdm5c*^Δ/Δ^ EpiLCs is not due to the loss of one of the two X chromosomes in the EpiLCs (Fig. 3b).

**Fig. 3:**
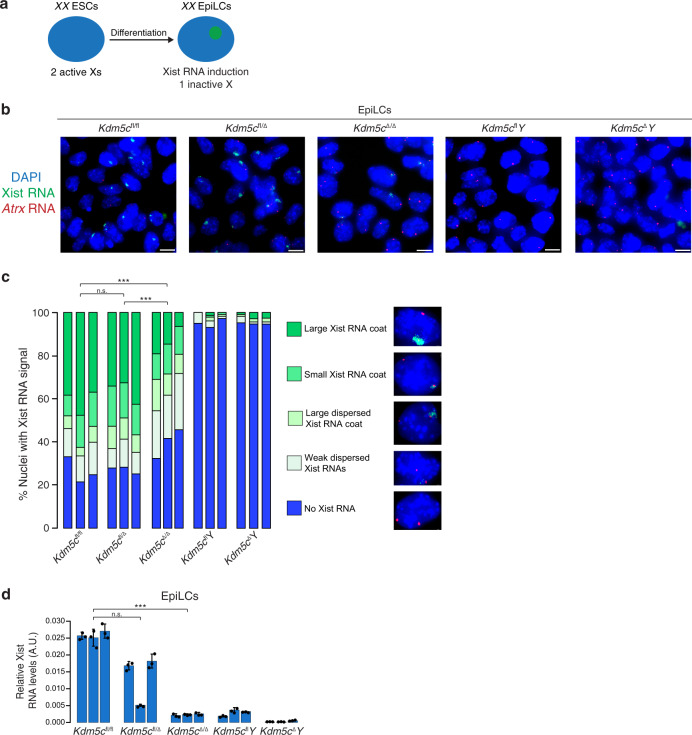
Reduced Xist RNA expression in *Kdm5c*^Δ/Δ^ female epiblast-like cells (EpiLCs). **a** Schematic of induction of X-inactivation upon differentiation of ESCs into EpiLCs. See also Supplementary Fig. 2a. **b** Detection of Xist RNA (green) by strand-specific FISH together with *Atrx* RNA (red) in representative EpiLCs. Scale bars, 10 μm. Three independent ESC lines were differentiated into EpiLCs/genotype with similar results. **c** Quantification of Xist RNA coating in EpiLCs. Xist RNA expression was quantified in five categories. Numbers of nuclei counted in EpiLCs differentiated from each of three independent ESC lines/genotype: *Kdm5c*^fl/fl^, *n* = 154, 122, and 113; *Kdm5c*^fl/Δ^, *n* = 107, 140, and 130; *Kdm5c*^Δ/Δ^, *n* = 145, 163, and 151; *Kdm5c*^fl^*Y*, *n* = 124, 230, and 111; *Kdm5c*^Δ^*Y*, *n* = 110, 138, and 114. *P* values, Chi-square analysis between female genotypes. n.s. not significant; *P ≤ 0.05; **P < 0.01; ***P < 0.001. See Supplementary Table 3 for Welch’s two-sided *t* test on all pairwise statistical comparisons. **d** Quantification of relative Xist RNA levels by RT-qPCR in the EpiLCs. Three independent ESC lines were differentiated into EpiLCs/genotype. Each bar in graph represents an individual ESC line differentiated into EpiLCs for each genotype. Data are presented as mean $$\pm$$ standard deviation between technical PCR replicates. *P* values, Welch’s two-sided *t* test on ΔCt values of biological replicates. n.s. not significant; *P ≤ 0.05; **P < 0.01; ***P < 0.001. See Supplementary Table 4 for all pairwise statistical comparisons. See also Supplementary Fig. 2b. Source data are provided as a Source Data file.

In agreement with the RNA FISH data, RT-qPCR also displayed significantly reduced Xist RNA levels in *Kdm5c*^Δ/Δ^ EpiLCs compared to *Kdm5c*^fl/fl^ EpiLCs and comparable to that found in *Kdm5c*^fl^*Y* and *Kdm5c*^Δ^*Y* male EpiLCs (Fig. 3d and Supplementary Table 4). On average, Xist RNA expression in *Kdm5c*^Δ/Δ^ EpiLCs was reduced by >90% compared to *Kdm5c*^fl/fl^ EpiLCs.

Moreover, the similar expression of Xist RNA in *Kdm5c*^Δ/Δ^ female and *Kdm5c*^fl^*Y* male EpiLCs suggests that Xist RNA induction in *Kdm5c*^Δ/Δ^ female cells reflects a basal level of Xist expression. Interestingly, *Kdm5c*^fl/Δ^ heterozygous EpiLCs expressed *Xist* at an intermediate level between *Kdm5c*^fl/fl^ and *Kdm5c*^Δ/Δ^ EpiLCs, suggesting a dose-dependent requirement for KDM5C in Xist RNA induction, as our hypothesis predicts.

### Ectopic expression of mouse and human KDM5C induces Xist RNA in male ESCs

Having established that KDM5C is necessary for robust Xist RNA expression in *XX* female epiblast cells, we next tested the sufficiency of KDM5C in inducing Xist RNA by ectopically expressing KDM5C in *XY* male ESCs (Fig. 4a). Strikingly, mouse *Kdm5c* (*Tg*-*mKdm5c*) and human *KDM5C* (*Tg-hKDM5C*) transgene expression resulted in induction of Xist RNA in ~15-20% of *XY* male ESCs (Fig. 4b and Supplementary Table 5). A transgene harboring a point mutation that abolishes the demethylase function of KDM5C (*Tg-hKDM5C(H514A)*^45,55^) was not able to induce Xist RNA in the *XY* male ESCs (Fig. 4b and Supplementary Table 5). Ectopic expression of the closely related homolog, *KDM5D* (*Tg*-*hKDM5D)*, which maps to the Y chromosome and is itself capable of demethylating H3K4me2/3^45^, was also able to induce Xist RNA but at a level significantly lower than mouse or human KDM5C (Fig. 4b and Supplementary Table 5). Thus, KDM5C and KDM5D appear to be distinct in their quantitative capabilities to activate *Xist*.

**Fig. 4:**
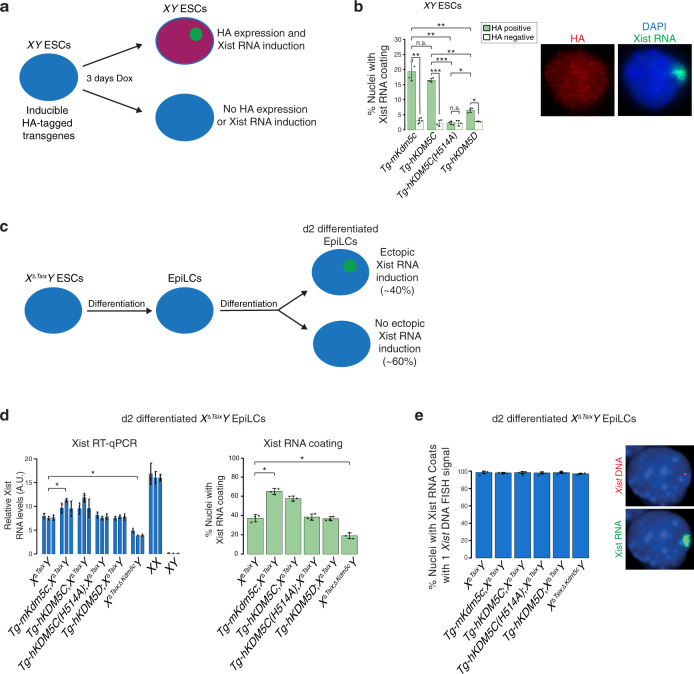
Ectopic KDM5C expression induces *Xist* in male ESCs. **a** Schematic of ectopic expression of HA-tagged transgenes in *XY* male ESCs. **b** Quantification of nuclei with Xist RNA coating in transgenic (*Tg*) *XY* male ESC lines (*n* = 3) expressing HA-tagged mouse KDM5C (*Tg-mKdm5c*; *n* = 292, 437, and 210); human KDM5C (*Tg-hKDM5C*; *n* = 154, 212, and 184); enzymatically inactive KDM5C (*Tg-hKDM5C(H514A)*;^45^ *n* = 292, 295, and 316); and, KDM5D (*Tg-hKDM5D*; *n* = 262, 222, and 232) proteins. Representative nuclei with IF detection of the HA epitope tag (red) coupled with FISH detection of Xist RNA (green) in the *XY* male ESCs. Data are presented as mean $$\pm$$ SEM. *P* values, Welch’s two-sided *t* test. n.s., not significant; *P ≤ 0.05; **P < 0.01; ***P < 0.001. See Supplementary Table 5 for all pairwise statistical comparisons. **c** Schematic of ectopic Xist RNA induction in day (d) 2 differentiated *X*^Δ*Tsix*^*Y* male ESCs. See also Supplementary Fig. 2c, d. **d** Quantification of ectopic Xist RNA expression by RT-qPCR (left) and Xist RNA-coated nuclei by RNA FISH (right) in d2 differentiated *X*^Δ*Tsix*^*Y* EpiLCs ectopically expressing mouse KDM5C (*Tg-mKdm5c*;*X*^Δ*Tsix*^*Y*); human KDM5C ^(^*Tg-hKDM5C*;*X*^Δ*Tsix*^*Y*); enzymatically inactive KDM5C (*Tg-hKDM5C(H514A)*;*X*^Δ*Tsix*^*Y*); KDM5D (*Tg-hKDM5D*;*X*^Δ*Tsix*^*Y*); and, *X*^Δ*Tsix*^*Y* EpiLCs lacking KDM5C (*X*^Δ*Tsix*;Δ*Kdm5c*^*Y*). For both the Xist RNA FISH and the Xist RT-qPCR data, three independent ESC lines/genotype were differentiated into d2 differentiated EpiLCs/genotype. For Xist RNA coating analysis, *n* = 100 nuclei per sample. Data are presented as mean $$\pm$$ SEM. For RT-qPCR, each sample was analyzed in triplicate. Data are presented as mean $$\pm$$ standard deviation between technical replicates. *P* values, Welch’s two-sided *t* test on ΔCt values of biological replicates. *P ≤ 0.05; **P < 0.01; ***P < 0.001. See Supplementary Table 6 for all pairwise statistical comparisons. **e** DNA FISH following RNA FISH demonstrates the presence of one X chromosome in nuclei with ectopic Xist RNA coating in the differentiated EpiLCs. *n* = 100 nuclei from three independent ESC lines differentiated into EpiLCs/genotype. Data are presented as mean $$\pm$$ SEM. See also Supplementary Fig. 3. Source data are provided as a Source Data file.

### Dose-dependent enhancement of *Xist* by KDM5C

To test the dose-dependent activation of *Xist* by KDM5C, we next took advantage of the sensitized background of *X*^ΔTsix^*Y* ESCs. Some but not all differentiating *X*^ΔTsix^*Y* male EpiLCs ectopically express Xist RNA due to a truncation of the *Xist* antisense repressor RNA Tsix^11^ (Fig. 4c, Supplementary Fig. 2c, d, and Supplementary Fig. 3), which allowed us to assay changes in Xist RNA expression upon increased or decreased KDM5C expression. Compared to the parental *X*^ΔTsix^*Y* cells, differentiated *X*^ΔTsix^*Y* EpiLCs ectopically expressing mouse and human KDM5C displayed an increase in Xist RNA expression by RT-qPCR (*Tg-mKdm5c* *P* = 0.032; *Tg-hKDM5C P* = 0.054; Fig. 4d and Supplementary Table 6). Cells ectopically expressing the enzymatically inactive KDM5C or KDM5D proteins, on the other hand, exhibited Xist RNA expression levels similar to *X*^ΔTsix^*Y* cells (Fig. 4d). Reciprocally, the loss of KDM5C in *X*^Δ*Tsix*;Δ*Kdm5c*^*Y* cells significantly reduced ectopic Xist RNA expression relative to *X*^Δ*Tsix*^*Y* cells (*P* = 0.012; Fig. 4d and Supplementary Table 6). Xist RNA coating assayed by RNA FISH recapitulated the RT-qPCR data and DNA FISH confirmed the presence of a single X chromosome in these cells (Fig. 4d, e and Supplementary Table 6). These results are consistent with our hypothesis of a dose-dependent induction of *Xist* by KDM5C. Note that since *Tsix* is mutated in the *X*^Δ*Tsix*^*Y* EpiLCs^10,65,66^, these data rule out indirect induction of *Xist* by KDM5C-mediated suppression of *Tsix*.

### *Xist* enhancer activation by KDM5C

We next sought to test if KDM5C directly activates *Xist* expression. We, therefore, profiled the chromatin occupancies of KDM5C and H3K4me2 by chromatin immunoprecipitation followed by sequencing (ChIP-Seq) in the differentiating *X*^Δ*Tsix*^*Y* EpiLCs examined shown in Fig. 4. We used *X*^ΔTsix^*Y* male cells for ChIP analyses instead of *XX* female because in *XX* females, cellular mosaicism of X-linked gene expression due to random X-inactivation makes population measures such as ChIP-Seq and ChIP-qPCR incapable of distinguishing target molecule occupancy on the alleles of homologous X-linked genes on the inactive and active X chromosomes. In such a mosaic cell population, any incremental change in KDM5C and H3K4me2 at a given locus on the inactive X chromosome will be masked by the high levels of the mark at the homologous locus on the active X chromosome, which is enriched for the H3K4me2^67,68^.

We found that KDM5C is enriched ~1 kb downstream of the *Xist* transcriptional start site (TSS) (Fig. 5a and Supplementary Table 7). The KDM5C ChIP-Seq signal is absent in the *Kdm5c*-deficient *X*^Δ*Tsix*;Δ*Kdm5c*^*Y* cells, demonstrating its specificity. We next questioned how KDM5C-catalyzed demethylation of H3K4me2/3, which are enriched in transcriptionally active genes, could induce *Xist* expression. A potential answer lay in the KDM5C-catalyzed generation of H3K4me1 upon demethylation of H3K4me2/3^45^. H3K4me1 together with H3K27ac are enriched uniquely at enhancers^69,70^. We, therefore, tested H3K4me1/2/3 and H3K27ac occupancy at the KDM5C-enriched putative *Xist* enhancer element and two adjacent regions by ChIP-qPCR in the differentiating EpiLCs (Fig. 5b).

**Fig. 5:**
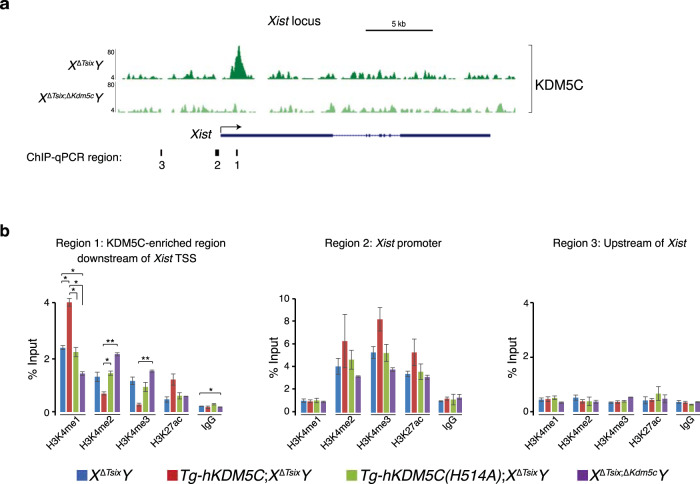
KDM5C upregulation of *Xist* expression via putative enhancer activation. **a** KDM5C enrichment at the *Xist* locus detected by ChIP-Seq. See Supplementary Table 7 for ChIP-seq read quantification. **b** ChIP-qPCR quantification of H3K4me1, H3K4me2, H3K4me3, and H3K27ac enrichment at the *Xist* locus. Locations of PCR amplicons are denoted beneath the browser views in (**a**). ChIPs were performed on day 2 differentiated EpiLCs generated from two independent ESC lines/genotype. qPCRs were performed in triplicate for each ChIP sample. Data are presented as mean $$\pm$$ SEM between ChIP replicates. Selected pairwise comparisons are shown. *P ≤ 0.05; **P < 0.01; ***P < 0.001, Welch’s two-sided *t* tests. See Supplementary Table 8 for all pairwise statistical comparisons. Source data are provided as a Source Data file.

The KDM5C-enriched region downstream of the *Xist* TSS, Region 1, indeed displayed an enhancer-like chromatin signature of high H3K4me1 and lower H3K4me2/3 in differentiating *X*^ΔTsix^*Y* EpiLCs (Fig. 5b and Supplementary Table 8). Conversely, the *Xist* promoter region, Region 2, was decorated with higher H3K4me2/3 and lower H3K4me1. In Region 1, the putative *Xist* enhancer, ectopic expression of KDM5C but not the KDM5C H514A-mutant led to a further increase in H3K4me1 and H3K27ac along with a decrease in H3K4me2/3. In contrast, at the *Xist* promoter Region 2, which lacks KDM5C enrichment, we observed an increase in the active chromatin signatures H3K27ac but not H3K4me1 upon ectopic KDM5C expression (Fig. 5b and Supplementary Table 8). A region upstream of the *Xist* promoter, Region 3, did not show enrichment of the histone marks as observed in Regions 1 and 2. These data indicate that KDM5C directly promotes Xist RNA expression through the dose-dependent demethylation of H3K4me2/3 into H3K4me1 at an *Xist* enhancer element.

### An ancestral KDM5C function induces *Xist*

The ability of human KDM5C to induce *Xist* in male mouse cells (Fig. 4) suggested that this property of KDM5C is evolutionarily conserved among eutherians. *Kdm5c* is an ancestral X chromosome gene that predates the eutherian and metatherian split and is intact in all therian species examined^6,7^. To gain insight into the extent to which the function of KDM5C is evolutionarily conserved, we first sought to test whether *Kdm5c* is expressed more highly in females vs. males across mammals. *Kdm5c* is predicted to be expressed more highly in therian females vs. males due to its likely escape from X-inactivation based on the presence of an active Y-linked *Kdm5d* homolog in almost all eutherians and metatherians examined^6,7^. To test this prediction, we measured the expression of *Kdm5c* in female and male tissues of seven eutherian species (human, chimp, bonobo, macaque, marmoset, rat, and mouse) and a metatherian (marsupial) species (opossum [*Monodelphis domestica*]), using prototherian (monotreme) species (platypus [*Ornithorhynchus anatinus*] and echidna [*Tachyglossus aculeatus*]) as outgroups^7,71^. Monotremes are the nearest extant relatives (sister taxon) of therian mammals but their X chromosomes do not undergo inactivation^6,7,72,73^. In the platypus and echidna, *Kdm5c* maps to Chromosome 6^73,74^, an autosome which is thought to represent the ancestral chromosome that gave rise to the therian sex chromosomes^73,74^, and *Kdm5d* is absent. In all eight therian species, the average *Kdm5c* expression across the tissues examined was higher in females vs. males (1.19–1.67-fold increase in females), compared to the average expression of X-linked genes generally (0.95–1.04-fold change in females vs. males) (Fig. 6a, b and Supplementary Data 1–12). Surprisingly, *Kdm5c* was also more highly expressed in females vs. males in both the platypus and the echidna (1.27- and 1.60-fold increase in females compared to the 1.01- and 0.99-fold female:male ratio of average Chr 6 gene expression for platypus and echidna, respectively), which suggests that the increased *Kdm5c* expression in therian females may have preceded the advent of therians.

**Fig. 6:**
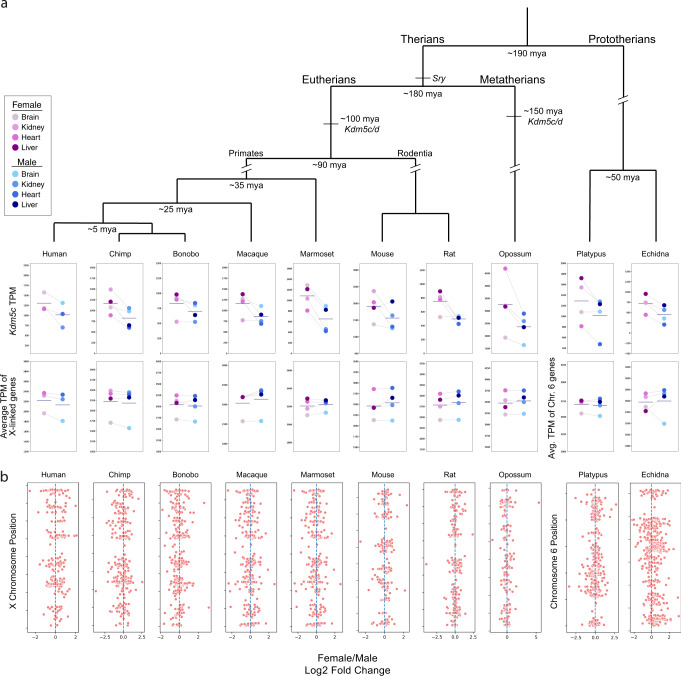
Phylogeny of *Kdm5c/d* and increased expression of *Kdm5c* in females vs. males in therian mammals. **a** Inferred phylogeny of *Kdm5c/d* during mammalian evolution^6,7,73^. Top row, *Kdm5c* transcript per million (TPM) levels in four tissues, as indicated, in females vs. males for seven eutherian species, one metatherian (marsupial) species (opossum), and two prototherian (monotreme) species (platypus and echidna). Bottom row, average TPM of all X-linked genes in females vs. males in the same tissues analyzed for *Kdm5c* expression. Platypus and echidna TPM averages are from Chromosome (Chr) 6, where KDM5C maps in those species^73^. The dark gray horizontal line in all plots represents the mean of all tissues. Light gray lines connect corresponding tissue types between males and females. **b** Distribution of female:male expression of genes across the therian X chromosome or monotreme Chr 6. Each dot is the log2 fold change of a gene’s expression in females vs males and was calculated from the average of that gene’s TPM in the brain, heart, kidney, and liver; human plot includes expression from the brain, heart, and kidney. See Supplementary Data 1–12 for sequencing data from each species.

We next examined the size and similarity of KDM5C and KDM5D proteins between three eutherian species (mouse, human, and elephant), opossum, and platypus (Fig. 7a, b). We found that opossum KDM5C displays a higher degree of amino acid identity to the three eutherian KDM5C proteins than to eutherian KDM5D (77.4–81.9% vs. 71.8–77.3%) (Fig. 7c, d). Platypus KDM5C similarly exhibits greater amino acid identity to eutherian KDM5C (77.6–85.0% identity) and opossum KDM5C (83.8% identity), and lower identity to eutherian and opossum KDM5D homologs (70.1–75.9% and 74.1% identity, respectively) (Fig. 7c, d).

**Fig. 7:**
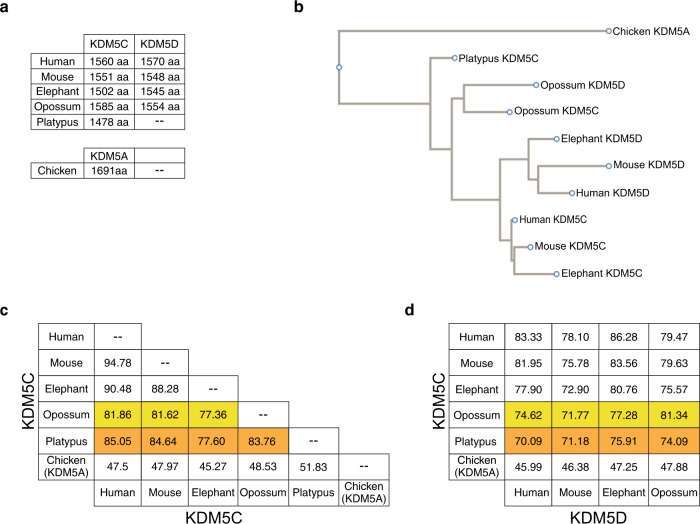
Divergence of KDM5C/D proteins during mammalian evolution. **a** Amino acid chain length of the KDM5C and KDM5D proteins. **b** Multiple sequence alignment phylogeny of KDM5C/KDM5D amino acid sequences using a neighbor-joining algorithm^101^. **c**, **d** Percent amino acid identity between therian, opossum, and platypus KDM5C proteins (**c**) and between KDM5C and KDM5D proteins (**d**).

The high level of identity among eutherian, metatherian, and prototherian KDM5C proteins prompted us to test whether *Kdm5c* from non-eutherian mammals could induce *Xist* in eutherians, e.g., mouse ESCs. Importantly, although X-inactivation occurs in all therian mammals, *Xist* has evolved only in eutherians and is absent in metatherians and prototherians^73,75^. We found that opossum KDM5C, but not KDM5D, can induce Xist RNA expression and coating in male mouse ESCs (Fig. 8a and Supplementary Table 9). Opossum *Kdm5c* containing the H514A point mutation, which is predicted to abolish the catalytic activity of KDM5C^45,55^, also resulted in failure to induce Xist RNA (Fig. 8a and Supplementary Table 9). *Xist* induction by both eutherian and metatherian KDM5C suggests that eutherian KDM5C has retained an ancestral therian capability which has been evolutionarily co-opted to induce *Xist* in eutherian mammals.

**Fig. 8:**
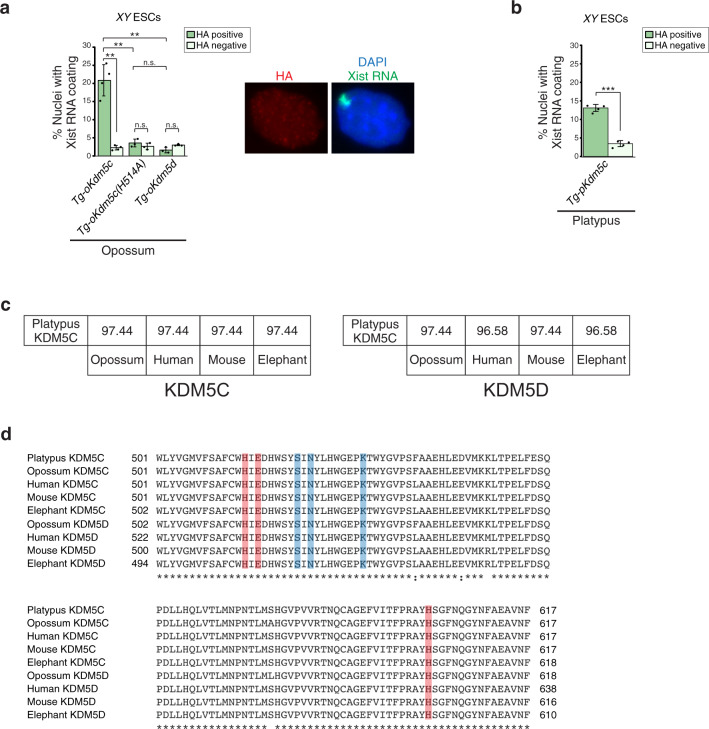
Opossum and platypus KDM5C activate *Xist* in male mouse ESCs. **a** Quantification of nuclei with Xist RNA coating in each of three independent transgenic (*Tg*) *XY* ESC lines expressing HA-tagged opossum KDM5C (*Tg-oKdm5c*; *n* = 209, 618, and 306); enzymatically inactive KDM5C protein (*Tg-oKdm5c(H514A)*; *n* = 196, 206, and 193); and, KDM5D (*Tg-oKdm5d*; *n* = 803, 562, and 636). Data are presented as mean $$\pm$$ SEM. *P* values, Welch’s two-sided *t* test. n.s., not significant; *P ≤ 0.05; **P < 0.01; ***P < 0.001. See Supplementary Table 9 for all pairwise statistical comparisons. **b** Quantification of nuclei with Xist RNA coating in each of three independent transgenic (*Tg*) *XY* ESC lines expressing HA-tagged platypus KDM5C (*Tg-pKdm5c*; *n* = 202, 178, and 525). Data are presented as mean $$\pm$$ SEM. *P* values, Welch’s two-sided *t* test. ***P < 0.001. See Supplementary Table 9 for pairwise statistical comparisons. **c** Percent amino acid identity between the catalytic JmjC domain of platypus KDM5C and therian KDM5C (left) or platypus KDM5C and therian KDM5D proteins (right). **d** Multiple sequence alignment of the demethylase JmjC domain of KDM5C and KDM5D proteins. The predicted iron-binding and the α-ketoglutarate-binding amino acids required for the catalytic activity of KDM5C/D are shown in orange and blue^55,76,102,103^, respectively. Source data are provided as a Source Data file.

Platypus KDM5C, like opossum KDM5C, is more similar to therian KDM5C than to KDM5D, suggesting that platypus *Kdm5c* may also harbor the ancestral biochemical KDM5C function that underlies *Xist* induction in eutherians. We, therefore, tested the ability of platypus KDM5C to induce *Xist* by expressing platypus *Kdm5c* in male mouse ESCs. These transgene-expressing ESCs exhibited a significantly elevated percentage of nuclei with Xist RNA coating, indicating that the platypus *Kdm5c* transgene can indeed induce *Xist* in male mouse ESCs (Fig. 8b and Supplementary Table 9), albeit at a slightly lower level compared to mouse, human, and opossum *Kdm5c* transgenes (Figs. 4b and 8a). This implies that the properties of KDM5C that contribute to *Xist* induction in eutherian females date to at least the most recent common ancestor of all extant mammalian lineages.

In platypus KDM5C, the demethylating JmjC domain is 96–97% identical to the JmjC domain in therian KDM5C and KDM5D proteins, and the amino acid residues critical for co-factor binding for enzymatic activity are strictly conserved (Fig. 8c, d)^55,76^, suggesting that platypus KDM5C also functions as a H3K4me2/3 demethylase. To define the amino acids that differentiate KDM5C from KDM5D, we aligned mouse, human, elephant, opossum, and platypus KDM5C and KDM5D proteins^77^ (Supplementary Fig. 4a). Among eutherians, 45 amino acids are strictly conserved across the KDM5C proteins and have no overlap with those of KDM5D, across all species (Supplementary Fig. 4b). Among all therians (eutherians plus opossum), six amino acids are strictly conserved in KDM5C and have no overlap with KDM5D. Finally, considering all therians plus platypus, only four amino acids of KDM5C are fully conserved and fully distinct from those of therian KDM5D (prototherians lack *Kdm5d*).

## Discussion

In this study, we show that the histone H3K4me2/3 demethylase KDM5C is a primary driver of Xist RNA expression. KDM5C acts to enhance *Xist* RNA expression and does so in a dose- and the enzymatic-dependent manner in cells of the epiblast lineage that is subject to random X-inactivation. The biallelic and higher overall expression of *Kdm5c* in females vs. males links two primary steps that are thought to underlie the female-specific induction of random X-inactivation: sensing the X chromosome complement in the cell (“counting” step) and inducing expression of *Xist* (“initiation” step)^21,78^. All X chromosome sequence elements necessary and sufficient to induce X-inactivation are thought to reside within the *X-inactivation center* (*Xic*), which harbors the *Xist* locus^21,78^. *Kdm5c*, however, maps far outside of the *Xic*, near the telomeric end of the mouse X chromosome. Thus, the results herein suggest that elements outside of the *Xic* are required to induce X-inactivation through the regulation of *Xist*.

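On mm9, *Xist* lies on the − strand of the X chromosome from 100655714 to 100678556. *Kdm5c* starts 47.99 Mb distal to it and ends 17.9 Mb before the end of the chromosome, which is 166650296 bp long. The genes of the *Xic* that the tables list lie much closer to *Xist*. *Jpx* starts 10.3 kb from it, *Ftx* lies 77.7 kb away and *Rlim* 474 kb away. *Tsix* runs on the + strand from 100626856 to 100680296 and covers all 22843 bp of *Xist*, with 1943 bp of exons in common. The paper's text does not say how reads on the exons shared by *Xist* and *Tsix* were counted.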

Upon the loss of KDM5C function, Xist RNA expression in female embryonic epiblasts and EpiLCs is significantly downregulated and approaches the levels found in male samples, suggesting that KDM5C is essential for the female-specific induction of *Xist*; however, residual Xist RNA expression in *Kdm5c*^Δ/Δ^ epiblasts and EpiLCs suggests that other *trans*-acting dose-dependent factors may also contribute to *Xist* induction in females. Based on the results of our previous study which postulated that genes that later escape X-inactivation induce *Xist* at the onset of the X-inactivation process^11^, we hypothesize that, in addition to KDM5C, other dose-dependent factors encoded by X-inactivation escapees may also contribute to *Xist* induction.

Recent work suggests that the autosomally encoded SPEN protein is required for Xist RNA induction^79^ (but, see also ref. ^80^). Since *Spen* is an autosomal gene, its expression levels are expected to be similar between females and males. 

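*Spen* lies on chromosome 4 of mm9 from 141023805 to 141094512, on the − strand. In the control EpiLCs, its mean normalized count was 689 ± 19.2 (SD, n = 3) in *Kdm5c* fl/fl females and 649 ± 42.2 (SD, n = 3) in *Kdm5c* fl*Y* males. The log2 ratio of females to males was 0.09, and the libraries of the sexes overlapped (exact permutation test, two-sided, p = 0.30). In the mutants, the count was 749 ± 24.6 (SD, n = 3) in *Kdm5c*Δ/Δ females and 869 ± 11.7 (SD, n = 3) in *Kdm5c*Δ*Y* males, a log2 ratio of −0.22 between libraries that did not overlap (exact permutation test, two-sided, p = 0.10). Against the control of the same sex, *Spen* changed by 0.12 on the log2 scale in females (standard error 0.060, adjusted p = 0.106 from limma) and by 0.42 in males (standard error 0.11, adjusted p = 0.0471 from limma). The male adjusted p ranged from 0.0203 to 0.192 when each library was left out, and it is 0.243 in the authors' deposited table. The change in males minus the change in females, 0.30, had an adjusted p of 0.0623 from the limma interaction term.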

SPEN induction of *Xist* may thus require the increased dose of an X chromosome-encoded factor in females vs. males that, for example, directly or indirectly recruits SPEN to activate *Xist* in females. In support of this notion, SPEN protein binds to and is enriched within the *Xist* locus^79,81^, including in the putative enhancer element at the 5’ end of *Xist* where KDM5C occupancy is also enriched. Similarly, KDM5C and other escapees may recruit or potentiate the functions of other *trans*-acting autosomally encoded factors proposed to activate *Xist*^82,83^.

X-inactivation is postulated to have evolved as a consequence of the deterioration of the Y chromosome^3^, which was once homologous to the X chromosome in the common ancestor of therian mammals^4^. By extension, the presence of active Y-linked genes is believed to have driven escape from inactivation of their X-linked homologs to adjust the dose of X–Y gene pairs between the sexes^84^. Our data instead support the notion that X–Y homologs can be functionally distinct, with the X-linked copy having evolved a female-specific function to initiate or contribute to X-inactivation. Escape from X-inactivation may therefore be evolutionarily driven in part by the requirement of the X-linked homologs in X chromosome dosage compensation.

As predicted from its escape from X-inactivation, in therians we found *Kdm5c* is more highly expressed in the tissues of females relative to males. Unexpectedly, though, *Kdm5c* expression was also higher in female than male prototherians, in which *Kdm5c* maps to an autosome and sex-specific inactivation phenomena are unknown. It thus appears that the basis for higher levels of KDM5C in females vs. males differs between therians and prototherians, with therian females achieving it through simultaneous expression of both *Kdm5c* alleles via escape from X-inactivation and prototherians likely through increased expression from each *Kdm5c* allele in females relative to that in males. These considerations suggest that higher expression of *Kdm5c* in females relative to males is a fundamental mammalian characteristic that could predate the therian/prototherian divergence and the advent of X-inactivation.

Of X–Y gene pairs, only *Sox3/Sry*, *Rbmx/Rbmy*, and *Kdm5c/Kdm5d* are conserved in all therian species examined^6,7^. Whereas Y-linked *Sry* triggers male sexual differentiation^85^ and *Rbmy* is inferred to regulate spermatogenesis^86^, X-linked *Kdm5c* is required for the female-specific upregulation of *Xist* expression in mice. *Kdm5c/d* is one of only two ancestral X–Y gene pairs, along with *Ube1x*/*y*, that have diverged independently, i.e., at different times during evolution, in eutherians and metatherians^6,7^. The independent divergence of *Kdm5d* from *Kdm5c* in eutherians and metatherians is unlikely to be due to chance and suggests selection for the survival of the X–Y gene pair in both therian lineages^6,7^. Together, the increased expression of *Kdm5c* in females vs. males across therians suggestive of X-inactivation escape, *Xist* induction in eutherian cells by eutherian, metatherian, and prototherian KDM5C, and the independent differentiation of *Kdm5d* from *Kdm5c* in eutherians and metatherians suggest that an evolutionarily conserved biochemical function of KDM5C has been recruited to help induce X-inactivation selectively in females in eutherians and potentially in metatherians as well. We cautiously speculate that KDM5C may contribute to X-inactivation induction in metatherian females by dose-dependent activation of the X-linked *Rsx* gene, which encodes an RNA with *Xist*-like expression and functional properties^87,88^.

## Methods

### Ethics statement

This study was performed in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. All animals were handled according to the protocols approved by the University Committee on Use and Care of Animals (UCUCA) at the University of Michigan (protocol #PRO00004007 and PRO00006455).

### Mice

The generation of *Kdm5c*^fl^, *Tsix*^Δ^ (*Tsix*^AA2Δ1.7^), *X-Gfp*, *Zp3-Cre*, and JF1 strains have been described previously^54,56,60,66,89^. All mutant and transgenic strains were generated on the 129/Sv or background except for the *Kdm5c*^fl^ strain, which was generated on a mixed background. The expression of the *Zp3-Cre* transgene deletes floxed alleles in growing oocytes and thus ensures that the resulting embryos are depleted of any oocyte-derived maternal KDM5C protein^56^, which may influence X-inactivation patterns in the early embryo. We generated mutant embryos from a cross of *Kdm5c*^fl/Δ^;*Zp3-Cre* females with *Kdm5c*^Δ/Y^ males harboring the *X-Gfp* transgene (*X-Gfp*;*Kdm5c*^Δ/Y^). Mutant embryos were also generated from a cross of *Kdm5c*^fl/Δ^ females with *X-Gfp*;*Kdm5c*^Δ/Y^ males. *Kdm5c*^Δ/Δ^ embryos from both crosses showed similar phenotype (Fig. 1). The paternally transmitted *X-Gfp* transgene permits visual sexing of the embryos since it is only transmitted to female progeny^60,61^.

### Embryo dissections and processing

Pre-, peri-, and post-implantation stage embryos were isolated essentially as described previously^65^. Briefly, E3.5 embryos were flushed from the uterine limbs in 1X PBS (Invitrogen, #14200075) containing 6 mg/ml bovine serum albumin (BSA; Invitrogen, #15260037). The zona pellucida surrounding E3.5 embryos were removed through incubation in cold Acidic Tyrode’s Solution (Sigma, #T1788), followed by neutralization through several transfers of cold M2 medium (Sigma, #M7167). GFP fluorescence conferred by the paternal transmission of the *X-Gfp* transgene was used to distinguish female from male embryos, since only females inherit the paternal X chromosome. Isolated embryos were either lysed for RNA isolation in 100ul of Lysis/Binding buffer (Dynabeads mRNA Direct Purification Kit, ThermoFisher, #61012) or plated onto gelatin-coated glass coverslips in 0.25× PBS with 6 mg/ml BSA for immunofluorescence (IF)/RNA fluorescence in situ hybridization (FISH) staining. For plated embryos, excess solution was aspirated, and coverslips were air-dried for 15 min. After drying, embryos were permeabilized and fixed in 50 μl solution of 0.05% Tergitol (Sigma, #NP407) and 1% paraformaldehyde (Electron Microscopy Sciences, #15710) in 1× PBS for 10 min. Excess solution was tapped off onto paper towels, and coverslips were rinsed 3× with 70% ethanol and stored in 70% ethanol at −20 °C prior to RNA FISH. For isolation of post-implantation embryos (E5.5 and E6.5), individual implantation sites were cut from the uterine limbs and decidua were removed with forceps in 1× PBS/6 mg/ml BSA. Embryos were dissected from the decidua, and the Reichert’s membranes surrounding post-implantation embryos were removed using fine forceps. The visceral endoderm layer was removed by passing the embryo through a finely pulled glass Pasteur pipet. For separation of extraembryonic and epiblast portions of embryos, fine forceps were used to physically bisect the embryos at the junction of the epiblast and extraembryonic ectoderm. The epiblast was further distinguished by GFP fluorescence conferred by the paternally transmitted *X-Gfp* transgene; the transgene is mosaically expressed in the epiblast due to random X-inactivation but is silenced in the extraembryonic tissues because of imprinted X-inactivation of the paternal X^60,61,90,91^. Extraembryonic and embryonic epiblast cells were then separately either lysed for RNA isolation in 100 µl of Lysis/Binding buffer (Dynabeads mRNA Direct Purification Kit, ThermoFisher, #61012) or plated in 0.25× PBS with 6 mg/ml BSA onto gelatinized coverslips for IF/RNA FISH staining. Samples plated for IF/RNA FISH were fixed, permeabilized, and stored as described for E3.5 embryos.

### Derivation and culture of embryonic stem cell (ESC) lines

ESC lines were derived as previously described^30,92^. Briefly, individual E3.5 blastocyst are collected and plated on MEF cells in ESC derivation medium (Knockout DMEM (GIBCO, #10829-018), 20% knockout serum replacement (KSR; GIBCO, #A1099201), 2 mM l-glutamine (GIBCO, #25030), 1× nonessential amino acids (GIBCO, #11140-050), 1× penicillin–streptomycin (Gibco#15070-063), and 0.1 mM 2-mercaptoethanol (Sigma, #M7522) supplemented with 3 µM GSK3 inhibitor CHIR99021 (Stemgent#04-0004), 1 µM MEK inhibitor PD0325901 (Stemgent#04-0006), 1000 units/mL LIF (Millipore#ESG1106)) and cultured for 4–5 days. Then, individual blastocyst outgrowth is dissociated and cultured in 96 well containing MEF feeders. Mouse ESC colonies will be evident over the next 2–3 days. ESCs were cultured on mouse embryonic fibroblasts (MEFs) in knockout DMEM (GIBCO, #10829-018) with 15% knockout serum replacement (GIBCO, #A1099201), 5% ES cell qualified FBS (GIBCO, #10439024), 2 mM l-glutamine (GIBCO, #25030), 0.1 mM 2-mercaptoethanol (Sigma, #M7522), 1× nonessential amino acids (GIBCO, #11140-050), supplemented with 1000 units/ml LIF (Millipore #ESG1106).

For IF and/or RNA FISH, the cells were cultured on sterilized, gelatinized coverslips. The cells were permeabilized through sequential treatment with ice-cold cytoskeletal extraction buffer (CSK:100 mM NaCl, 300 mM sucrose, 3 mM MgCl_2_, and 10 mM PIPES buffer, pH 6. 8) for 30 s, ice-cold CSK buffer containing 0.4% Triton X-100 (Fisher Scientific, #EP151) for 30 s, followed with ice-cold CSK for 30 s. After permeabilization, cells were fixed by incubation in 4% paraformaldehyde for 10 min. Cells were then rinsed 3× in 70% ethanol and stored in 70% ethanol at −20 °C prior to IF and/or RNA FISH.

See Supplementary Data 13 for descriptions of all cell lines used in this study.

### Differentiation of ESCs into epiblast-like cells (EpiLCs)

ESCs were differentiated into EpiLCs as described^30^. To convert ESC to EpiLC, ESC lines were grown in 2i culture conditions (N2B27 medium [50% DMEM/F12 (GIBCO, #11330-032), 50% neurobasal media (GIBCO, #21103-049), 2 mM l-glutamine (GIBCO, #25030), 0.1 mM 2-mercaptoethanol (Sigma, #M7522), N2 supplement (Invitrogen #17502048), B27 supplement (Invitrogen #17504-044)], supplemented with 3 μM GSK3 inhibitor CHIR99021 (Stemgent #04-0004), 1 μM MEK inhibitor PD0325901 (Stemgent #04-0006), and 1000 units/ml LIF (Millipore #ESG1106)) in gelatin-coated tissue culture dishes for four passages^93,94^. Following the four passages, cells were cultured in N2B27 medium supplemented with 10 ng/ml FGF2 (R&D Systems, #233-FB-025) and 20 ng/ml Activin A (R&D Systems, #338-AC-005) in fibronectin (15 μg/ml) (Sigma #F1141)-coated tissue culture dishes for 48 hrs. For *X*^ΔTsix^*Y* cells, after EpiLC conversion the cells were further differentiated by continuing culture in N2B27 medium without FGF2 and Activin A for an additional 48 h. For IF and/or RNA FISH, cells were permeabilized, fixed, and CSK processed as described above for ESCs.

See Supplementary Data 13 for descriptions of all cell lines used in this study.

### Derivation and culture of epiblast stem cell (EpiSC) lines

EpiSCs were derived as described^30^ from E3.5 or E5.5 embryos. For the derivation of the EpiSC lines, whole E3.5 embryos or E5.5 epiblast layers were plated on MEF cells in EpiSC medium (Knockout DMEM (GIBCO, #10829-018) supplemented with 20% knockout serum replacement (KSR; GIBCO, #A1099201), 2 mM l-glutamine (GIBCO, #25030), 1× nonessential amino acids (GIBCO, #11140-050), and 0.1 mM 2-mercaptoethanol (Sigma, #M7522), 10 ng/ml FGF2 (R&D Systems, #233-FB-025)) and cultured for 3–4 days to form a large EpiSC colony. EpiSC colonies were then manually dissociated into small clusters using a glass needle and plated into 1.9-cm^2^ wells containing MEF feeders in EpiSC medium. EpiSCs were passaged every third day using 1.5 mg/ml collagenase type IV (GIBCO, #17104-019) with pipetting into small clumps.

See Supplementary Data 13 for descriptions of all cell lines used in this study.

### RNA fluorescence in situ hybridization (FISH)

RNA FISH with double-stranded (ds) and strand-specific (ss) probes was performed as previously described^90,95^. The dsRNA FISH probes were made by randomly priming DNA templates using BioPrime DNA Labeling System (Invitrogen, #18094011). The ssRNA FISH probes were made using the Invitrogen MAXIscript Kit (Invitrogen, #AM1326). ss*Xist* probes were generated from templates as previously described^65,96^. Probes were labeled with Fluorescein-12-dUTP or -UTP (Invitrogen) or Cy3-dCTP or –CTP (GE Healthcare). Labeled probes from multiple templates were precipitated in a 0.3-M sodium acetate solution (Teknova, #S0298) (for dsRNA FISH probe) and 0.5-M ammonium acetate solution (for strand-specific RNA FISH probe) along with 300 μg of yeast tRNA (Invitrogen, #15401-029) and 150 μg of sheared, boiled salmon sperm DNA (Invitrogen, #15632-011). The solution was then spun at 21,130 rcf for 20 min at 4 °C. The pellet was washed consecutively with 70% ethanol and 100% ethanol. The pellet was dried and re-suspended in deionized formamide (ISC Bioexpress, #0606). The probe was denatured by incubating at 90 °C for 10 min followed by an immediate 5 min incubation on ice. A 2× hybridization solution consisting of 4× SSC, 20% Dextran sulfate (Millipore, #S4030), and 2.5 mg/ml purified BSA (New England Biolabs, #B9001S) was added to the denatured solution. All probes were stored at −20 °C until use.

For analysis of Xist RNA coating in *XY* male cells that ectopically express various *Kdm5c/d* transgenes (Figs. 4a and  8a, b), Xist RNA FISH was performed with a dsRNA FISH probe as well as ssRNA FISH probe. Results with both probes were concordant and were combined for the quantification.

Cells or embryo fragments mounted on coverslips were dehydrated through 2 min incubations in 70%, 85%, 95%, and 100% ethanol solutions and subsequently air-dried. The coverslips were then hybridized to the probe overnight in a humid chamber at 37 °C. The samples were then washed 3× for 7 min each while shaking at 39 °C with 2XSSC/50% formamide, 3× with 2× SSC, and 2x with 1× SSC. A 1:250,000 dilution of DAPI (Invitrogen, #D21490) was added to the third 2× SSC wash. Coverslips were then mounted on slides in Vectashield (Vector Labs, #H-1000).

### DNA FISH

DNA FISH probes were prepared as described for double-stranded RNA FISH probes^11,95^. The BAC template used for *Xist* DNA FISH is RP24-287F13 (Children’s Hospital of Oakland Research Institute). After RNA FISH, cells were washed with 1× PBS three times and then incubated in PBS for 5 min at room temperature. The cells were then re-fixed with 1% (wt/vol) PFA containing 0.5% (vol/vol) Tergitol and 0.5% (vol/vol) Triton X-100 for 10 min at room temperature. The cells were next dehydrated through an ethanol series (70%, 85%, and 100% ethanol, 2 min each) and air-dried for 15 min. The cells were then treated with RNase A (1.25 μg/μl) at 37 °C for 30 min. The cells were again dehydrated through the ethanol series as described above. The samples were then denatured in a prewarmed solution of 70% formamide in 2× SSC on a glass slide stationed on top of a heat block set at 95 °C for 11 min followed immediately by dehydration through a −20 °C-chilled ethanol series (70%, 85%, 95%, and 100% ethanol, 2 min each). The cells were then air-dried for 15 min followed by probe hybridization overnight at 37 °C. The following day, the samples were washed twice with prewarmed 50% formamide/2× SSC solution at 39 °C and 2× with 2× SSC, 7 min each.

### Immunofluorescence (IF)

Cells mounted on glass coverslips were washed 3X in PBS for 3 min each while shaking. Coverslips were then incubated in blocking buffer consisting of 0.5 mg/ml BSA (New England Biolabs, #B9001S), 50 μg/ml yeast tRNA (Invitrogen, #15401-029), 80 units/ml RNAseOUT (Invitrogen, #10777-019), and 0.2% Tween 20 (Fisher, #BP337-100) in 1× PBS in a humid chamber for 30 min at 37 °C. The samples were next incubated with primary antibody diluted in blocking buffer for 1–3 h in the humid chamber at 37 °C. Anti-REX1 antibody (Thermo Scientific, #PA5-27567) was used at 1:150 dilution and anti-HA antibody (Cell Signaling, #C29F4) was used at 1:800 dilution. The samples were then washed 3× in PBS/0.2% Tween 20 for 3 min each while shaking. After a 5 min incubation in blocking buffer at 37 °C in the humid chamber, the samples were incubated in blocking buffer containing a 1:300 dilution of fluorescently conjugated secondary antibody (Invitrogen, Alexa Fluor 555, #A31572 for HA antibody; Alexa Fluor 647, #A31573 for REX1 antibody) for 30 min in the humid chamber at 37 °C, followed by three washes in PBS/0.2% Tween 20 while shaking for 3 min each. The samples were then processed for RNA FISH.

### RT-qPCR

Total RNA from cells was isolated from TRIzol (Life Technologies, #15596-018) according to the manufacturer’s instructions. mRNA from embryos was purified using Dynabeads mRNA direct Purification Kit (ThermoFisher, #61012) according to the manufacturer’s instructions. RT-qPCR was performed using SYBR Green-based relative quantification method on an Eppendorf Realplex Mastercycler (software version 2.2.0.84). The housekeeping gene *Gapdh* was used as an internal control for data normalization. Control reactions lacking reverse transcriptase for each sample were also performed to rule out genomic DNA contamination. RT-qPCR was carried out using the SYBR Green PCR Mastermix (Kapa Sybr Fasr One-Step Universal kit #KK4651 and/or Luna Universal One-Step RT-qPCR Kit #E3005L). The following primers were used for RT-qPCR: *Kdm5c*: forward TTTGGCAGCGGTTTCCCTGTCAGT, reverse AAGACCATTCCCACATACAGCC; *Rex1*: forward CCAGGTTCTGGAAGCGAGTT, reverse GCTTGAGGACACTCCAGCAT; RT-qPCR of *Xist* on *XY* male EpiSCs, *XX* female EpiSCs, and *Tsix*-mutant *XY* male EpiLCs: forward CAAGAAGAAGGATTGCCTGGATTT, reverse GCGAGGACTTGAAGAGAAGTTCTG. RT-qPCR of *Xist* on all other samples: forward CTCCCAGCATTACTGAGAAATG, reverse CCAGGCAATCCTTCTTCTTGAG. *Gapdh:* forward TGTGTCCGTCGTGGATCTGA, reverse CCTGCTTCACCACCTTCTTGA. *P* values for all RT-qPCR results were calculated using Welch’s two-sample *t* tests. RT-qPCR data is presented for each biological replicate. Error bars represent the standard deviation between technical replicates of multiple PCR reactions.

### Analysis of RNA-Seq data

Three independent ESC lines were differentiated into EpiLCs for each genotype (male *Kdm5c*^fl^*Y*, *Kdm5c*^Δ^*Y*; female *Kdm5c*^fl/fl^, *Kdm5c*^Δ/Δ^). The EpiLCs were then homogenized in TRI Reagent BD (Sigma) and subjected to total RNA isolation using the RNEasy Mini Kit (Qiagen). Ribosomal RNA was depleted from total RNA using the RiboMinus Eukaryote Kit v2 for RNA-Seq (Life Technologies). Libraries were prepared using Direct Ligation of Adapters to First-strand cDNA as described previously^85^. Multiplexed libraries were pooled in approximately equimolar ratios and purified from a 1.8% TBE-agarose gel. Libraries were sequenced on the Illumina HiSeq2500 platform, with single-end 50 base pair reads, according to standard procedures. Detailed information on reverse transcription, adapter design, ligation, and subsequent steps has been described previously^85^. Raw reads were demultiplexed and filtered according to the standard Illumina analysis pipeline. Reads from sequencing libraries were mapped to the mm9 build of the mouse genome using Tophat 2^86,87^ (version 2.1.0), allowing up to one mismatch, and only uniquely mapped reads were analyzed further. 

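Reads that map to more than 1 place do not enter the counts, so paralogs of a gene are counted only where their sequences differ. *Kdm5d*, the Y-linked homolog of *Kdm5c* (mm9 Y chromosome, 234231 to 280254), had 0 to 5 reads in each of the 6 female libraries and 98 to 304 reads in each of the 6 male libraries. Its mean normalized count in males was 133 ± 18.4 (SD, n = 3) in *Kdm5c* fl*Y* and 208 ± 33.7 (SD, n = 3) in *Kdm5c*Δ*Y* EpiLCs, and the libraries of the 2 genotypes did not overlap (exact permutation test, two-sided, p = 0.10). The log2 fold change in males is 0.65 in the authors' deposited table, with an adjusted p of 0.274. *Uba1y*, a Y-linked gene with an X-linked homolog (*Uba1*), was also counted in females, with 58 to 89 reads per library. Its mean normalized count was 75.1 ± 10.0 (SD, n = 3) in *Kdm5c* fl/fl and 67.7 ± 6.29 (SD, n = 3) in *Kdm5c*Δ/Δ EpiLCs. In males it was 359 ± 122 (SD, n = 3) in *Kdm5c* fl*Y* and 247 ± 14.8 (SD, n = 3) in *Kdm5c*Δ*Y* EpiLCs. The size factors worked out from the tables ranged from 0.696 to 1.28 over the 12 libraries. They were 0.988 to 0.999 times the median-of-ratios factors computed from the recovered reads of all 12 libraries, and 0.957 to 1.04 times those computed within each sex.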

Bigwig files normalized to the read depth were used to confirm the lack of reads from deleted KDM5C exons.

### Expression plasmids and lentiviral transduction in ESCs

*mKdm5c*, *hKDM5C*, *hKDM5D*, *oKdm5c*, and *oKdm5d* were cloned from cDNAs into the Gateway Entry vector (pDONR221, Invitrogen). The *pKdm5c* cDNA sequence (Accession: XP_028923236) with the AttL1 and AttL2 recombination sequence at the 5´ and 3´ end, respectively was custom synthesized (Gene Universal Inc.). The *hKDM5C(H514A)* and *oKdm5c(H514A)* mutant cDNAs were generated by PCR-based mutagenesis. The sequence of all cDNAs was verified via Sanger sequencing. To generate the plasmids for stable overexpression in *X*^∆Tsix^*Y* male ESCs, the cDNAs were cloned into an in-house generated *PGK* promoter-driven Strep-tag II lentiviral vector by Gateway LR recombination. To generate doxycycline-inducible constructs used for overexpression in *XY* male ESCs, the cDNAs were cloned into a *PGK* promoter-driven HA-tag lentiviral vector pLIX-402 (Addgene plasmid # 41394) by Gateway LR recombination. For the production of lentivirus, 50–70% confluent HEK293T cells in a 10-cm tissue culture plates were co-transfected with 3.33 μg lentiviral construct, 2.5 μg psPAX2 packaging plasmid, and 1 μg pMD2.G envelope plasmid using TransIT-293 (Mirus). Lentiviral particles were collected 48 h post transfection. The lentivral particles were then concentrated using LentiX (Clontech #631231). Concentrated lentivirus was transduced to ESCs with 10 μg/ml Polybrene (Millipore, #TR-1003-G). After 72 h, the transduced cells were selected with 3 μg/ml Puromycin (Sigma, #P8833-25MG) and subcloned to generate clonal cell lines. For inducible overexpression, cells were treated with 2 µg/ml doxycycline (Sigma) for 3 days. Media were changed every 24 h with fresh doxycycline.

### ChIP

ChIP was performed as previously described^54^, with a minor modification, where we sonicated the chromatin using truChIP sonicator (Covaris). Two independent *X*^∆Tsix^*Y*, *X*^∆Tsix;∆Kdm5c^*Y*, or *Tg-mKdm5c*;*X*^∆Tsix^*Y* ESC lines were differentiated for 2 days (2d) beyond the epiblast-like cell (EpiLC) stage for ChIP with the exception that KDM5C ChIP was performed on one *X*^∆Tsix;∆Kdm5c^*Y* 2d differentiated EpiLC sample. To achieve optimal inter-sample normalization of ChIP efficiency, *Drosophila* chromatin (Abcam #58083, 100 ng), which contains fly-specific histone variant H2Av, was spiked in and subsequently immunoprecipitated with 0.4 μg anti-H2Av antibody (Active Motif #39715) according to the manufacturer’s instructions. Two to five million EpiLCs were lysed and incubated with 3 μg of one of the following antibodies: H3K4me1 antibody (Abcam #8895); H3K4me2 antibody (Abcam #7766); H3K4me3 antibody (Abcam #8580); H3K27ac antibody (Active motif #39135); rabbit IgG antibody (Jackson Immuno Research #011-000-003); or 10 μg of an in-house anti-KDM5C antibody^54^. DNA was purified by phenol/chloroform extraction and eluted using QIAquick purification kit (QIAGEN#28104).

### ChIP-Seq

ChIP-Seq libraries were sequenced on the Illumina HiSeq2500 platform to generate 50 bp single-end reads. Raw reads were demultiplexed and filtered according to the standard Illumina analysis pipeline. Reads from sequencing libraries were then mapped to the mouse (mm9) and fruit fly (dm6) genome assemblies using Bowtie^97^ (version 1.2.2) allowing up to two mismatches. Only uniquely mapped reads were used for analysis.

For KDM5C ChIP-Seq analysis, peaks were called using MACS2 software (version 2.1.0.20140616)^98^ using input BAM files for normalization, with filters for a *q*-value <0.1 and a fold enrichment greater than 1. This analysis yielded 98 peaks on the X chromosome for d2 differentiated *X*^∆Tsix^*Y* EpiLC samples; 1 peak for the *X*^∆Tsix;∆Kdm5c^*Y* d2 EpiLC sample. For visualization in the Integrated Genome Viewer, reads were extended by 180 bp, and bigwig files were generated with coverage normalized using the number of mapped reads to the *Drosophila* genome (reads mapped per reference genome per million reads)^99,100^.

### ChIP-qPCR

ChIP was performed as above. All qPCR reactions were performed using SYBR Green-based relative quantification method on an Eppendorf Realplex Mastercycler (software version 2.2.0.84). The following primers were used: *Xist* TSS downstream region (Region 1): forward CACAACCCCGCAAATGCTAC, reverse CGGCTATTCTCGAGCCAGTT; *Xist* promoter region (Region 2): forward ACTATGAGCGTAAGCCCACC, reverse CATGTATCGCTCCGCGTCTT; *Xist* upstream region (Region 3): forward GATCCATTCCATTAATACGAGCACT, reverse AGTTCACACTCCTCTGAGACCC.

### Fluorescent western blotting

Protein lysates were made in RIPA buffer (50 mM Tris-HCl, 1% NP40, 0.25% Na-deoxycholate, 150 mM NaCl) with PMSF (Sigma, #P7626) and protease inhibitor cocktail (Roche, #11873580001). Lysates were mixed with Laemmli sample buffer and boiled for 10 min prior to loading on polyacrylamide gels. Resolved proteins were transferred onto PVDF membranes (iBlot 2 PVDF, Invitrogen #IB24002) following the manual instructions for 7 min (iBlot 2 Dry Blotting System, Invitrogen #IB21001). Membranes were then blocked by Intercept Blocking Buffer (LI-COR, #927-70001) for 1 h at room temperature and incubated in the anti-Strep-Tag II (GenScript, #A01732-100; 1:1000 dilution) and anti-KDM5C (Abcam, #194288; 1:1000 dilution) primary antibodies together overnight at 4 °C. Appropriate Li-COR IRDye series (680LT, #926-68020/800CW, #926-32211) secondary antibodies were used (1:20,000 dilution). Blots were scanned using the Odyssey CLx Imager (Li-COR Biosciences) following the manufacturer’s instructions. Results were analyzed using Image Studio (Version 5.2). Transgenic proteins levels were normalized to KDM5C.

### Microscopy

Images of all stained samples were captured using a Nikon Eclipse TiE inverted microscope with a Photometrics CCD camera. The images were analyzed after deconvolution using NIS-Elements software (version 5.20.02, Build 1453). All images were processed uniformly.

### KDM5C/KDM5D sequence analysis

Amino acid sequences were obtained from the Ensembl database and from Cortez et al., 2014^7^. Human KDM5C accession NP_004178 human KDM5D accession NP_001140177 mouse KDM5C accession XP_006528832 mouse KDM5D accession NP_035549 elephant KDM5C ensemble transcript ID ENSLAFT00000027692.1 (https://useast.ensembl.org/Loxodonta_africana/Transcript/Summary?db=core;g=ENSLAFG00000000303;r=scaffold_85:1408730-1440791;t=ENSLAFT00000027692), elephant KDM5D accession JAC06693 opossum KDM5C accession GAQH01000002 opossum KDM5D accession JAC06620 platypus KDM5C accession XP_028923236 and chicken KDM5A accession XP_416379 Multiple sequence alignment was performed using ClustalW^77^ (version 2.1). MSAViewer^101^ (version 1.12.0) tree tool was used to create a rooted phylogenetic tree with branch lengths according to the Neighbor-Joining algorithm. Amino acid positions for the JmjC domains were acquired from the NCBI Conserved Domain Database^102^. Iron and α-ketoglutarate-binding sites were acquired from UniProt for human KDM5C and the human amino acid positions were compared to the other species^55,76,103^.

### Analysis of *Kdm5c* expression in therian and platypus females vs. males

Raw RNA-Seq fastq files were obtained from the NCBI Sequence Read Archive. RNA-seq data for human, chimp, bonobo, macaque, mouse, opossum, and platypus are available under GEO accession number GSE30352^71^. RNA-seq data for rat and marmoset are available under GEO accession number GSE50747^7,104^. Echidna RNA-seq data is available under project accession number PRJNA591380^73^. The brain and cerebellum data were combined into one “brain” sample. One male and one female sample of each brain, heart, kidney, and liver were processed in each species. The human dataset did not include a female liver sample, and so the liver was left out of the human analysis. Reads were mapped to the latest assembly reference genome for a given species using STAR (v2.5.2a), and reads were counted using HTseq (Python v2.7). Genes in a sample were only included in the analysis if they contained at least 10x read coverage. A gene was included if at least one tissue type met these criteria in male and female samples. For *Kdm5c* expression plots, *Kdm5c* TPM (transcripts per kilobase per million RNA-Seq reads) was calculated in each tissue (brain, heart, kidney, and liver), and TPM values for each tissue were plotted. For average X chromosome plots (or Chromosome 6 for platypus and echidna), TPM values of all genes were averaged in each tissue. Average TPM values for each of the four tissues were plotted. For dot plots, the TPM values from each tissue were averaged for each gene. Tissue averages for each gene were used to calculate Log2 fold change between females and males and plotted against the gene’s chromosome position. Gene length, for TPM calculations, was acquired from the RefSeq annotation for each species. Statistical analysis could not be performed due to a lack of biological replicates. See Supplemental Tables 6–17.

### Statistical analysis

Welch’s two-sided *t* test was performed using Microsoft Excel. Chi-square analysis of RNA FISH was performed using R (version 4.1.2). All exact *P* values are provided in Supplementary Tables 1–9.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of additional Supplementary File

Supplementary Data 1-12

Supplementary Data 13

Reporting Summary

## Data Availability

The data that support this study are available from the corresponding author upon reasonable request. Sequencing data generated for this study have been submitted to the NCBI Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE96797. Data in Fig. 6 were analyzed from published data available under accession numbers GSE30352 and GSE50747 and project accession number PRJNA591380. All samples used are listed in Supplementary Data 1 and raw data from these analyses are available in Supplementary Data 2–12. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Activation of Xist by an evolutionarily conserved function of KDM5C demethylase
**Source:** Nat Commun. 2022 May 11;13:2602. doi: 10.1038/s41467-022-30352-1
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

### Activation of *Xist* by An Evolutionarily Conserved Function of the KDM5C Demethylase

Milan Kumar Samanta, Srimonta Gayen, Clair Harris, Emily Maclary, Yumie Murata-Nakamura, Rebecca M. Malcore, Robert S. Porter, Patricia M. Garay, Christina N. Vallianatos, Paul B. Samollow, Shigeki Iwase, and Sundeep Kalantry

Supplementary Figure 1. Characterization of *Kdm5c*<sup>Δ/Δ</sup> mutation.

Supplementary Figure 2. Differentiation regimen of ESCs into EpiLCs.

Supplementary Figure 3. Characterization of transgene expression in *X*<sup>Δ*Tsix*</sup>*Y* ESCs.

Supplementary Figure 4. Alignment of therian and platypus KDM5C and KDM5D proteins.

Supplementary Table 1. Statistics for Figure 2b: *Xist* RNA coating in E5.5 epiblast cells.

Supplementary Table 2. Statistics for Figure 2c: *Xist* RT-qPCR in E3.5 or E5.5 embryos.

Supplementary Table 3. Statistics for Figure 3c: *Xist* RNA coating in EpiLCs.

Supplementary Table 4. Statistics for Figure 3d: *Xist* RT-qPCR in EpiLCs.

Supplementary Table 5. Statistics for Figure 4b: *Xist* RNA coating detection by FISH after Dox induction in *XY* ESCs ectopically expressing *Kdm5c/d* transgenes.

Supplementary Table 6. Statistics for RT-qPCR and RNA FISH in *Kdm5c/d* transgenic and mutant *X*<sup>Δ*Tsix*</sup>*Y* male EpiLCs.

Supplementary Table 7. Statistics for Figure 5a: KDM5C peaks at the *Xist* locus in day 2 differentiated *X*<sup>Δ*Tsix*</sup>*Y* EpiLCs.

Supplementary Table 8. Statistics for Figure 5b: the levels of histone modifications by ChIP-qPCR of *X*<sup>Δ*Tsix*</sup>*Y* ESCs ectopically expressing or deleted for *Kdm5c*.

Supplementary Table 9. Statistics for Figure 8: *Xist* RNA coating detection by FISH after Dox induction in *XY* ESCs ectopically expressing *Kdm5c/d* opossum or platypus transgenes.

**a**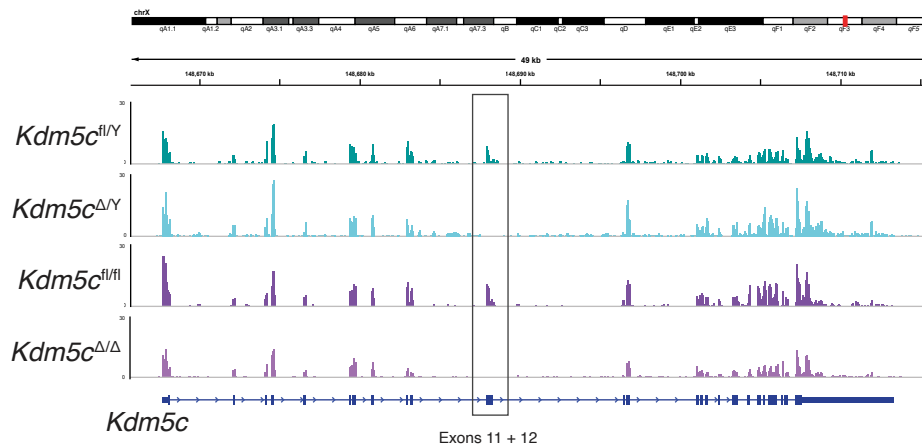**b**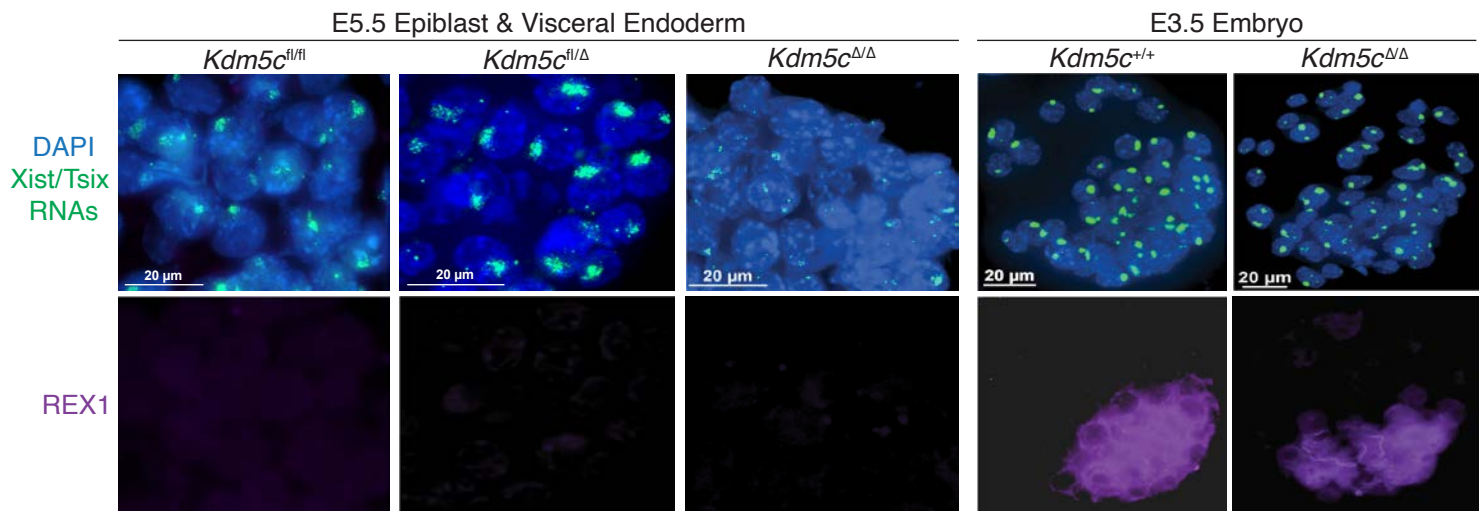

**Supplementary Figure 1. Characterization of *Kdm5c*<sup>Δ/Δ</sup> mutation.** (a) *Kdm5c* expression deduced from RNA-Seq of epiblast-like cells (EpiLCs). *Kdm5c*<sup>Δ</sup> allele lacks RNA-Seq reads from *Kdm5c* exons 11 and 12 (boxed), which encode the enzymatic demethylase domain, and produces a barely detectable mutant protein<sup>54</sup>. (b) RNA FISH detection of Xist and Tsix RNAs coupled with IF detection of the pluripotency marker REX1 in representative E5.5 embryonic epiblast-enriched cells and E3.5 embryos. REX1 marks pluripotent epiblast progenitor cells and its downregulation is indicative of epiblast differentiation<sup>105</sup>. Nuclei are stained blue with DAPI. RNA FISH was performed on 3 embryos/genotype with similar results.

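The Kdm5c-001 transcript has 26 exons and 6449 bp. On the mm9 X chromosome, exon 11 runs from 148687967 to 148688148 (182 bp) and exon 12 from 148688242 to 148688404 (163 bp), with an intron of 93 bp between them. The introns on either side of the pair are 4603 bp and 8075 bp long. Exons 11 and 12 together hold 345 bp, 5.35% of the transcript, and code for 115 codons, from codon 468 to codon 582. Exon 10 ends with ACCTAACCCCAGAGGAGGAG, and exon 13 begins with GTTGTCCGCACAAACCAGTG. Joining them keeps the reading frame and leaves 1436 codons with 0 stop codons among them. The coverage along the exons that the legend describes was not analysed here, since the counts used here are sums over the whole gene. With reads spread evenly over the transcript, the loss of the reads of exons 11 and 12 alone would change the count by −0.08 on the log2 scale. The change in *Kdm5c*Δ/Δ EpiLCs lay 11.6 standard errors of limma below that value. In *Kdm5c*Δ*Y* EpiLCs it lay 1.12 standard errors below it, a difference that cannot be told from 0. The paper states that recombination by Cre turns the floxed allele into a *Kdm5c*Δ allele without exons 11 and 12, and that tracks of read depth were used to check for the absence of reads on these exons.

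**Figure D2:**
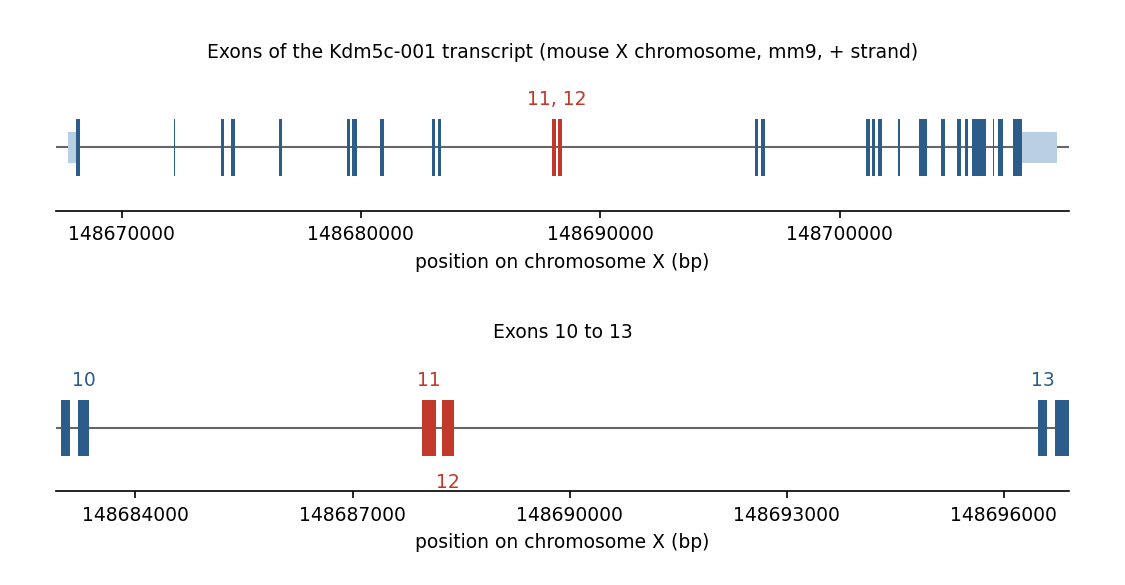
Exons of the Kdm5c-001 transcript against their position on the mm9 X chromosome in bp, with coding parts drawn taller than untranslated parts. Exons 11 and 12 are in red, and the lower map enlarges exons 10 to 13.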

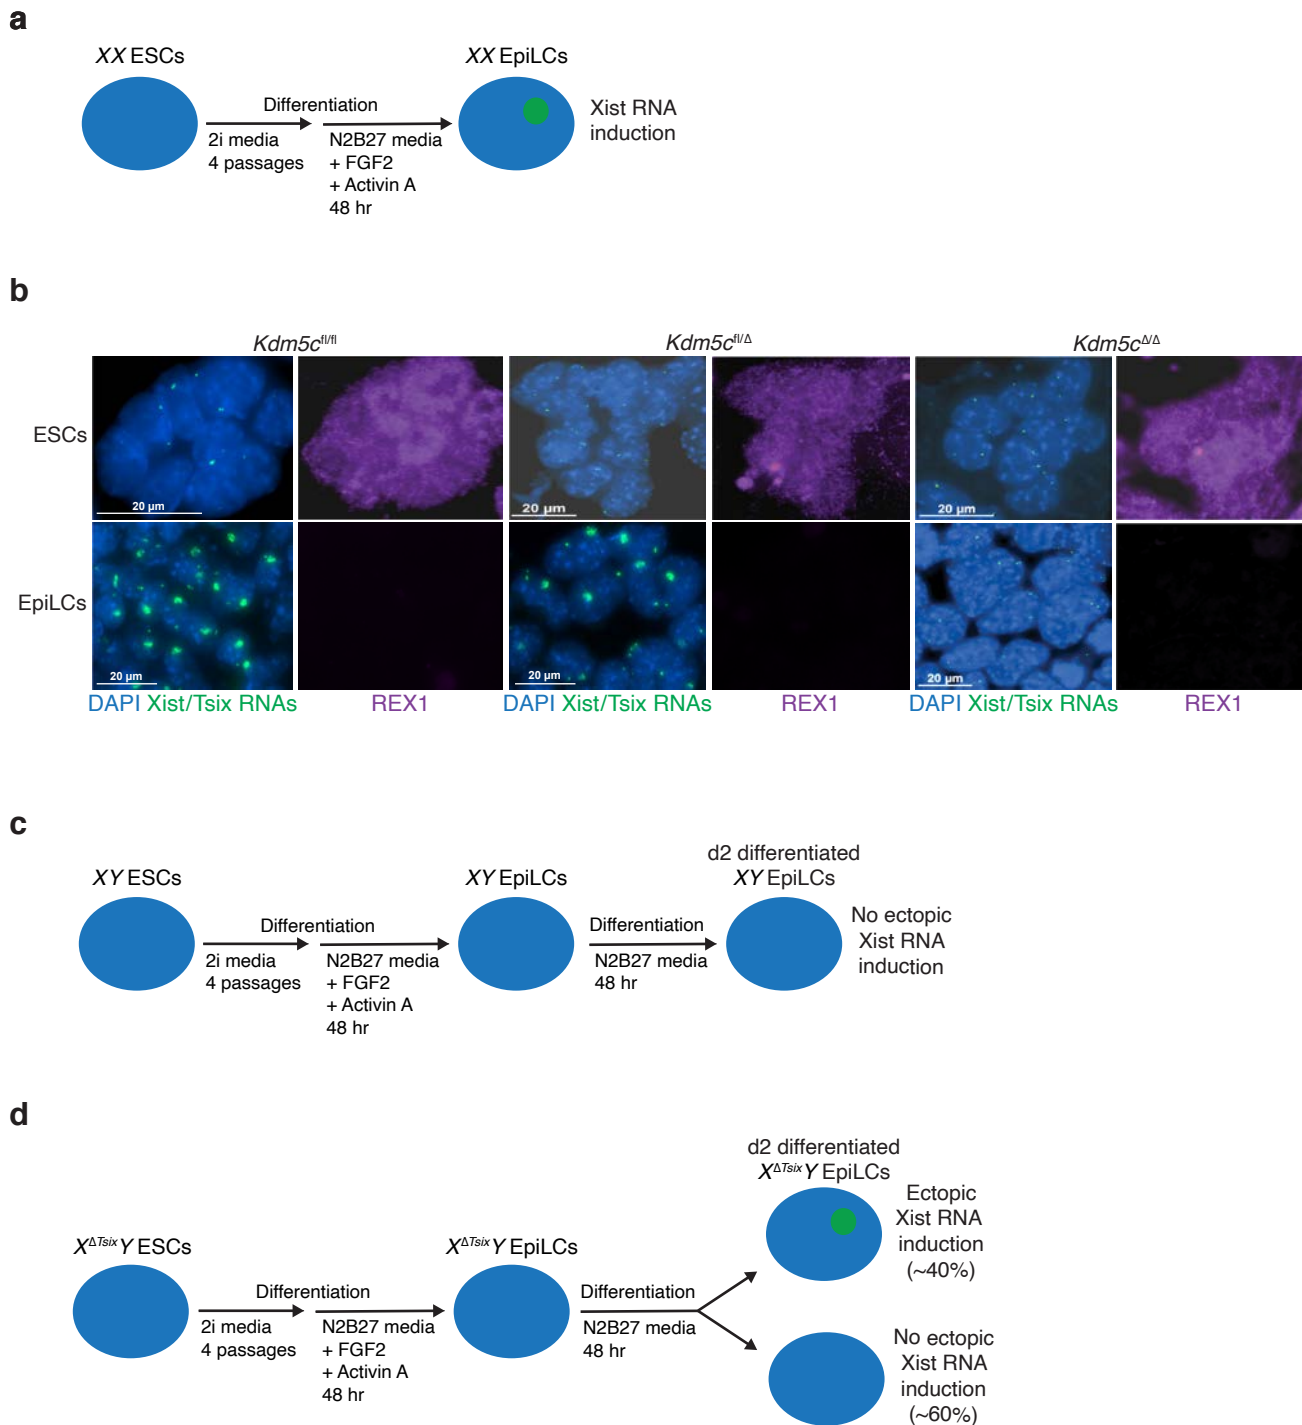

**Supplementary Figure 2. Differentiation regimen of ESCs into EpiLCs. (a)** Differentiation schematic of female ESCs into EpiLCs. **(b)** Xist and Tsix RNAs and REX1 profiling in representative ESCs and EpiLCs. Nuclei are stained blue with DAPI. RNA FISH was performed on three ESC lines/genotype and three ESC lines differentiated into EpiLCs/genotype with similar results. **(c)** Differentiation protocol of XY male ESCs into day (d) 2 differentiated EpiLCs. Differentiated wild-type XY male EpiLCs do not exhibit Xist RNA coating. **(d)** Differentiation of  $X^{\Delta Tsix} Y$  male ESCs into d2 differentiated EpiLCs. A subset of d2 differentiated  $X^{\Delta Tsix} Y$  EpiLCs display Xist RNA coating.

**a**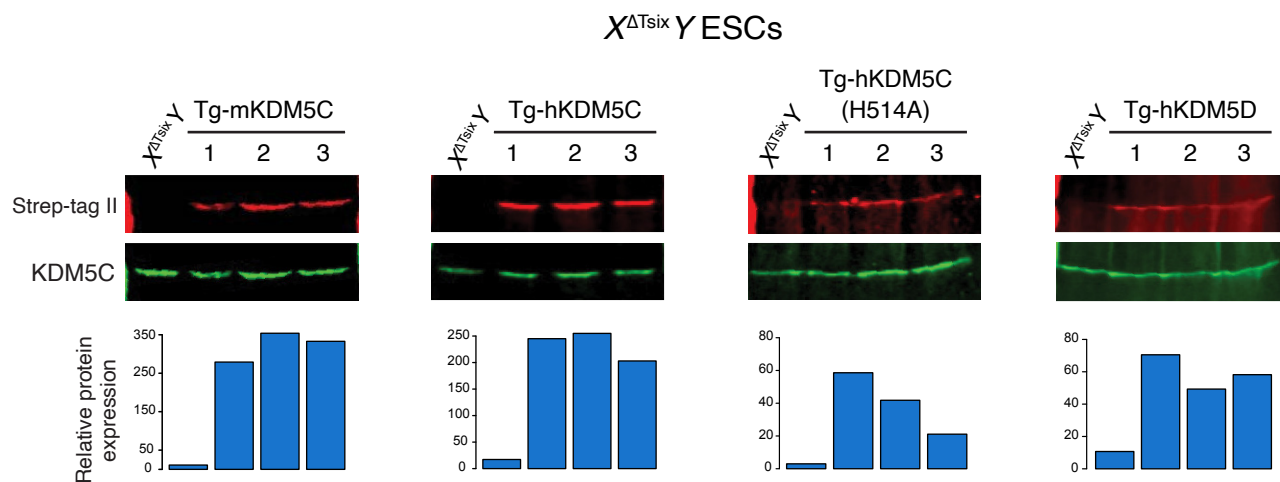**b**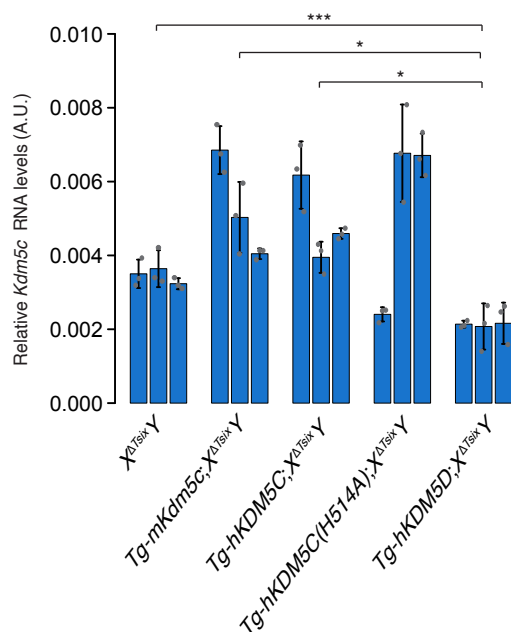

### Supplementary Figure 3. Characterization of transgene expression in $X^{\Delta Tsix} Y$ ESCs. (a)

Analysis of transgenic mouse or human KDM5C/KDM5D protein expression in  $X^{\Delta Tsix} Y$  ESCs. Antibody detection of Strep-tag II epitope tagging distinguishes transgenic KDM5C/D from endogenous KDM5C protein by western blotting. Transgenic protein levels were normalized to KDM5C. Each lane is one of three independent ESC lines expressing the indicated transgene. Experiments were performed 3 times with similar results. (b) Relative quantification of *Kdm5c* RNA by RT-qPCR in d2 differentiated  $X^{\Delta Tsix} Y$  EpiLCs ectopically expressing mouse KDM5C (*Tg-mKdm5c*;  $X^{\Delta Tsix} Y$ ); human KDM5C (*Tg-hKDM5C*;  $X^{\Delta Tsix} Y$ ); enzymatically-inactive KDM5C (*Tg-hKDM5C(H514A)*;  $X^{\Delta Tsix} Y$ ); and, KDM5D (*Tg-hKDM5D*;  $X^{\Delta Tsix} Y$ ) proteins. Three independent ESC lines were differentiated into d2 differentiated EpiLCs/genotype. Each EpiLC line was analyzed in triplicate. Data are presented as mean  $\pm$  standard deviation between technical replicates. p-values, Welch's two-sided t-test on  $\Delta Ct$  values of biological replicates. \*,  $p \leq 0.05$ ; \*\*,  $p < 0.01$ ; \*\*\*,  $p < 0.001$ . See Supplementary Table 6 for p-values of all pairwise statistical comparisons. Source data and full western blots are provided as a Source Data file.

**Supplementary Table 1.** Statistics for Figure 2b: Xist RNA coating in E5.5 epiblast cells.

p-values from all pairwise comparisons determined by Welch's two-sided t-test.

**E5.5 Epiblast- Large Xist RNA coat**

|                              | <i>Kdm5c<sup>fl/Δ</sup></i> | <i>Kdm5c<sup>Δ/Δ</sup></i> | <i>Kdm5c<sup>fl</sup>Y</i> | <i>Kdm5c<sup>Δ</sup>Y</i> |
|------------------------------|-----------------------------|----------------------------|----------------------------|---------------------------|
| <i>Kdm5c<sup>fl/fl</sup></i> | 0.117                       | 0.000                      | 0.002                      | 0.002                     |
| <i>Kdm5c<sup>fl/Δ</sup></i>  |                             | 0.002                      | 0.003                      | 0.003                     |
| <i>Kdm5c<sup>Δ/Δ</sup></i>   |                             |                            | 0.006                      | 0.006                     |

**E5.5 Epiblast- Small Xist RNA coat**

|                              | <i>Kdm5c<sup>fl/Δ</sup></i> | <i>Kdm5c<sup>Δ/Δ</sup></i> | <i>Kdm5c<sup>fl</sup>Y</i> | <i>Kdm5c<sup>Δ</sup>Y</i> |
|------------------------------|-----------------------------|----------------------------|----------------------------|---------------------------|
| <i>Kdm5c<sup>fl/fl</sup></i> | 0.313                       | 0.728                      | 0.020                      | 0.020                     |
| <i>Kdm5c<sup>fl/Δ</sup></i>  |                             | 0.237                      | 0.128                      | 0.128                     |
| <i>Kdm5c<sup>Δ/Δ</sup></i>   |                             |                            | 0.014                      | 0.014                     |

**E5.5 Epiblast- Large dispersed Xist RNA coat**

|                              | <i>Kdm5c<sup>fl/Δ</sup></i> | <i>Kdm5c<sup>Δ/Δ</sup></i> | <i>Kdm5c<sup>fl</sup>Y</i> | <i>Kdm5c<sup>Δ</sup>Y</i> |
|------------------------------|-----------------------------|----------------------------|----------------------------|---------------------------|
| <i>Kdm5c<sup>fl/fl</sup></i> | 0.442                       | 0.250                      | 0.009                      | 0.009                     |
| <i>Kdm5c<sup>fl/Δ</sup></i>  |                             | 0.177                      | 0.070                      | 0.070                     |
| <i>Kdm5c<sup>Δ/Δ</sup></i>   |                             |                            | 0.012                      | 0.012                     |

**E5.5 Epiblast- Small dispersed Xist RNA coat**

|                              | <i>Kdm5c<sup>fl/Δ</sup></i> | <i>Kdm5c<sup>Δ/Δ</sup></i> | <i>Kdm5c<sup>fl</sup>Y</i> | <i>Kdm5c<sup>Δ</sup>Y</i> |
|------------------------------|-----------------------------|----------------------------|----------------------------|---------------------------|
| <i>Kdm5c<sup>fl/fl</sup></i> | 0.436                       | 0.082                      | 0.184                      | 0.184                     |
| <i>Kdm5c<sup>fl/Δ</sup></i>  |                             | 0.017                      | 0.017                      | 0.017                     |
| <i>Kdm5c<sup>Δ/Δ</sup></i>   |                             |                            | 0.004                      | 0.004                     |

**E5.5 Epiblast- No Xist RNA coating**

|                              | <i>Kdm5c<sup>fl/Δ</sup></i> | <i>Kdm5c<sup>Δ/Δ</sup></i> | <i>Kdm5c<sup>fl</sup>Y</i> | <i>Kdm5c<sup>Δ</sup>Y</i> |
|------------------------------|-----------------------------|----------------------------|----------------------------|---------------------------|
| <i>Kdm5c<sup>fl/fl</sup></i> | 0.084                       | 0.003                      | 0.000                      | 0.000                     |
| <i>Kdm5c<sup>fl/Δ</sup></i>  |                             | 0.157                      | 0.002                      | 0.002                     |
| <i>Kdm5c<sup>Δ/Δ</sup></i>   |                             |                            | 0.000                      | 0.000                     |

p-values from Chi-Square analysis between genotypes for all categories of Xist RNA coating in E5.5 Epiblast cells.

**E5.5 Epiblast- All categories of Xist RNA coating**

|                              | <i>Kdm5c<sup>fl/Δ</sup></i> | <i>Kdm5c<sup>Δ/Δ</sup></i> |
|------------------------------|-----------------------------|----------------------------|
| <i>Kdm5c<sup>fl/fl</sup></i> | 2.11E-06                    | 5.64E-16                   |
| <i>Kdm5c<sup>fl/Δ</sup></i>  |                             | 1.06E-07                   |

**Supplementary Table 2.** Statistics for Figure 2c: Xist RT-qPCR in E3.5 or E5.5 embryos.

p-values from all pairwise comparisons determined by Welch's two-sided t-test.

**E5.5 Epiblast**

|                              | <i>Kdm5c<sup>fl/Δ</sup></i> | <i>Kdm5c<sup>Δ/Δ</sup></i> | <i>Kdm5c<sup>fl</sup>Y</i> | <i>Kdm5c<sup>Δ</sup>Y</i> |
|------------------------------|-----------------------------|----------------------------|----------------------------|---------------------------|
| <i>Kdm5c<sup>fl/fl</sup></i> | 0.894                       | 0.003                      | 0.208                      | 0.091                     |
| <i>Kdm5c<sup>fl/Δ</sup></i>  |                             | 0.003                      | 0.206                      | 0.072                     |
| <i>Kdm5c<sup>Δ/Δ</sup></i>   |                             |                            | 0.263                      | 0.266                     |
| <i>Kdm5c<sup>fl</sup>Y</i>   |                             |                            |                            | 0.299                     |

**E5.5 Extraembryonic Ectoderm**

|                              | <i>Kdm5c<sup>fl/Δ</sup></i> | <i>Kdm5c<sup>Δ/Δ</sup></i> | <i>Kdm5c<sup>fl</sup>Y</i> | <i>Kdm5c<sup>Δ</sup>Y</i> |
|------------------------------|-----------------------------|----------------------------|----------------------------|---------------------------|
| <i>Kdm5c<sup>fl/fl</sup></i> | 0.721                       | 0.141                      | 0.106                      | 0.080                     |
| <i>Kdm5c<sup>fl/Δ</sup></i>  |                             | 0.506                      | 0.103                      | 0.070                     |
| <i>Kdm5c<sup>Δ/Δ</sup></i>   |                             |                            | 0.111                      | 0.089                     |
| <i>Kdm5c<sup>fl</sup>Y</i>   |                             |                            |                            | 0.274                     |

**E3.5 blastocysts**

|                              | <i>Kdm5c<sup>fl/Δ</sup></i> | <i>Kdm5c<sup>Δ/Δ</sup></i> |
|------------------------------|-----------------------------|----------------------------|
| <i>Kdm5c<sup>fl/fl</sup></i> | 0.363                       | 0.195                      |
| <i>Kdm5c<sup>fl/Δ</sup></i>  |                             | 0.946                      |

### Supplementary Table 3. Statistics for Figure 3c: Xist RNA coating in EpiLCs.

p-values from all pairwise comparisons determined by Welch's two-sided t-test.

#### EpiLCs- Large Xist RNA coat

|                               | <i>Kdm5c</i> <sup>fl/Δ</sup> | <i>Kdm5c</i> <sup>Δ/Δ</sup> | <i>Kdm5c</i> <sup>fl Y</sup> | <i>Kdm5c</i> <sup>Δ Y</sup> |
|-------------------------------|------------------------------|-----------------------------|------------------------------|-----------------------------|
| <i>Kdm5c</i> <sup>fl/fl</sup> | 0.375                        | 0.005                       | 0.006                        | 0.006                       |
| <i>Kdm5c</i> <sup>fl/Δ</sup>  |                              | 0.010                       | 0.006                        | 0.006                       |
| <i>Kdm5c</i> <sup>Δ/Δ</sup>   |                              |                             | 0.071                        | 0.089                       |
| <i>Kdm5c</i> <sup>fl Y</sup>  |                              |                             |                              | 0.097                       |

#### EpiLCs- Small Xist RNA coat

|                               | <i>Kdm5c</i> <sup>fl/Δ</sup> | <i>Kdm5c</i> <sup>Δ/Δ</sup> | <i>Kdm5c</i> <sup>fl Y</sup> | <i>Kdm5c</i> <sup>Δ Y</sup> |
|-------------------------------|------------------------------|-----------------------------|------------------------------|-----------------------------|
| <i>Kdm5c</i> <sup>fl/fl</sup> | 0.287                        | 0.807                       | 0.020                        | 0.020                       |
| <i>Kdm5c</i> <sup>fl/Δ</sup>  |                              | 0.096                       | 0.005                        | 0.006                       |
| <i>Kdm5c</i> <sup>Δ/Δ</sup>   |                              |                             | 0.000                        | 0.002                       |
| <i>Kdm5c</i> <sup>fl Y</sup>  |                              |                             |                              | 0.184                       |

#### EpiLCs - Large dispersed Xist RNA coat

|                               | <i>Kdm5c</i> <sup>fl/Δ</sup> | <i>Kdm5c</i> <sup>Δ/Δ</sup> | <i>Kdm5c</i> <sup>fl Y</sup> | <i>Kdm5c</i> <sup>Δ Y</sup> |
|-------------------------------|------------------------------|-----------------------------|------------------------------|-----------------------------|
| <i>Kdm5c</i> <sup>fl/fl</sup> | 0.045                        | 0.074                       | 0.022                        | 0.040                       |
| <i>Kdm5c</i> <sup>fl/Δ</sup>  |                              | 0.450                       | 0.001                        | 0.003                       |
| <i>Kdm5c</i> <sup>Δ/Δ</sup>   |                              |                             | 0.022                        | 0.029                       |
| <i>Kdm5c</i> <sup>fl Y</sup>  |                              |                             |                              | 0.449                       |

#### EpiLCs - Small dispersed Xist RNA coat

|                               | <i>Kdm5c</i> <sup>fl/Δ</sup> | <i>Kdm5c</i> <sup>Δ/Δ</sup> | <i>Kdm5c</i> <sup>fl Y</sup> | <i>Kdm5c</i> <sup>Δ Y</sup> |
|-------------------------------|------------------------------|-----------------------------|------------------------------|-----------------------------|
| <i>Kdm5c</i> <sup>fl/fl</sup> | 0.157                        | 0.015                       | 0.003                        | 0.001                       |
| <i>Kdm5c</i> <sup>fl/Δ</sup>  |                              | 0.006                       | 0.009                        | 0.006                       |
| <i>Kdm5c</i> <sup>Δ/Δ</sup>   |                              |                             | 0.001                        | 0.003                       |
| <i>Kdm5c</i> <sup>fl Y</sup>  |                              |                             |                              | 0.358                       |

#### EpiLCs - No Xist RNA coating

|                               | <i>Kdm5c</i> <sup>fl/Δ</sup> | <i>Kdm5c</i> <sup>Δ/Δ</sup> | <i>Kdm5c</i> <sup>fl Y</sup> | <i>Kdm5c</i> <sup>Δ Y</sup> |
|-------------------------------|------------------------------|-----------------------------|------------------------------|-----------------------------|
| <i>Kdm5c</i> <sup>fl/fl</sup> | 0.903                        | 0.061                       | 0.001                        | 0.002                       |
| <i>Kdm5c</i> <sup>fl/Δ</sup>  |                              | 0.072                       | 0.000                        | 0.000                       |
| <i>Kdm5c</i> <sup>Δ/Δ</sup>   |                              |                             | 0.002                        | 0.005                       |
| <i>Kdm5c</i> <sup>fl Y</sup>  |                              |                             |                              | 0.893                       |

p-values from Chi-Square analysis between genotypes for all categories of Xist expression in EpiLCs.

#### EpiLCs - All categories of Xist RNA coating

|                               | <i>Kdm5c</i> <sup>fl/Δ</sup> | <i>Kdm5c</i> <sup>Δ/Δ</sup> |
|-------------------------------|------------------------------|-----------------------------|
| <i>Kdm5c</i> <sup>fl/fl</sup> | 0.7595                       | 7.60E-09                    |
| <i>Kdm5c</i> <sup>fl/Δ</sup>  |                              | 7.63E-09                    |

**Supplementary Table 4.** Statistics for Figure 3d: Xist RT-qPCR in EpiLCs.

p-values from all pairwise comparisons determined by Welch's two-sided t-test.

**EpiLCs**

|                               | <i>Kdm5c</i> <sup>fl/Δ</sup> | <i>Kdm5c</i> <sup>Δ/Δ</sup> | <i>Kdm5c</i> <sup>fl Y</sup> | <i>Kdm5c</i> <sup>Δ Y</sup> |
|-------------------------------|------------------------------|-----------------------------|------------------------------|-----------------------------|
| <i>Kdm5c</i> <sup>fl/fl</sup> | 0.193                        | 0.001                       | 0.009                        | 0.007                       |
| <i>Kdm5c</i> <sup>fl/Δ</sup>  |                              | 0.056                       | 0.054                        | 0.002                       |
| <i>Kdm5c</i> <sup>Δ/Δ</sup>   |                              |                             | 0.453                        | 0.027                       |
| <i>Kdm5c</i> <sup>fl Y</sup>  |                              |                             |                              | 0.012                       |

**Supplementary Table 5.** Statistics for Figure 4b: Xist RNA coating detection by FISH after Dox induction in XY ESCs ectopically expressing *Kdm5c/d* transgenes.

p-values from all pairwise comparisons determined by Welch's two-sided t-test.

|                         | HA positive      |                  |                         |                  |
|-------------------------|------------------|------------------|-------------------------|------------------|
| <b>HA positive</b>      | <i>Tg-mKdm5c</i> | <i>Tg-hKDM5C</i> | <i>Tg-hKDM5C(H514A)</i> | <i>Tg-hKDM5D</i> |
| <i>Tg-mKdm5c</i>        |                  | 0.16147          | 0.00126                 | 0.00254          |
| <i>Tg-hKDM5C</i>        |                  |                  | 0.00001                 | 0.00008          |
| <i>Tg-hKDM5C(H514A)</i> |                  |                  |                         | 0.00228          |

|                         | HA positive      |                  |                         |                  |
|-------------------------|------------------|------------------|-------------------------|------------------|
| <b>HA negative</b>      | <i>Tg-mKdm5c</i> | <i>Tg-hKDM5C</i> | <i>Tg-hKDM5C(H514A)</i> | <i>Tg-hKDM5D</i> |
| <i>Tg-mKdm5c</i>        |                  | 0.268            | 0.247                   | 0.484            |
| <i>Tg-hKDM5C</i>        |                  |                  | 0.970                   | 0.414            |
| <i>Tg-hKDM5C(H514A)</i> |                  |                  |                         | 0.393            |

|                         | HA negative      |                  |                         |                  |
|-------------------------|------------------|------------------|-------------------------|------------------|
| <b>HA negative</b>      | <i>Tg-mKdm5c</i> | <i>Tg-hKDM5C</i> | <i>Tg-hKDM5C(H514A)</i> | <i>Tg-hKDM5D</i> |
| <i>Tg-mKdm5c</i>        | 0.00126          |                  |                         |                  |
| <i>Tg-hKDM5C</i>        |                  | 0.00010          |                         |                  |
| <i>Tg-hKDM5C(H514A)</i> |                  |                  | 0.84698                 |                  |
| <i>Tg-hKDM5D</i>        |                  |                  |                         | 0.01214          |

**Supplementary Table 6.** Statistics for RT-qPCR and RNA FISH in *Kdm5c/d* transgenic and mutant  $X^{\Delta Tsix}Y$  male EpiLCs.

p-values from all pairwise comparisons determined by Welch's two-sided t-test.

**Figure 4d Xist RT-qPCR**

|                                      | <i>Tg-mKDM5C;</i><br>$X^{\Delta Tsix}Y$ | <i>Tg-hKDM5C;</i><br>$X^{\Delta Tsix}Y$ | <i>Tg-hKDM5C(H514A);</i><br>$X^{\Delta Tsix}Y$ |
|--------------------------------------|-----------------------------------------|-----------------------------------------|------------------------------------------------|
| $X^{\Delta Tsix}Y$                   | 0.0316                                  | 0.0541                                  | 0.6273                                         |
| <i>Tg-mKDM5C;</i> $X^{\Delta Tsix}Y$ |                                         | 0.8882                                  | 0.0312                                         |
| <i>Tg-hKDM5C;</i> $X^{\Delta Tsix}Y$ |                                         |                                         | 0.0562                                         |

|                                             | <i>Tg-hKDM5D;</i><br>$X^{\Delta Tsix}Y$ | $X^{\Delta Tsix;\Delta Kdm5c}Y$ | XX     | XY     |
|---------------------------------------------|-----------------------------------------|---------------------------------|--------|--------|
| $X^{\Delta Tsix}Y$                          | 0.9726                                  | 0.0118                          | 0.0000 | 0.0004 |
| <i>Tg-mKDM5C;</i> $X^{\Delta Tsix}Y$        | 0.0360                                  | 0.0011                          | 0.0092 | 0.0000 |
| <i>Tg-hKDM5C;</i> $X^{\Delta Tsix}Y$        | 0.0574                                  | 0.0011                          | 0.0199 | 0.0000 |
| <i>Tg-hKDM5C(H514A);</i> $X^{\Delta Tsix}Y$ | 0.5800                                  | 0.0093                          | 0.0000 | 0.0003 |
| <i>Tg-hKDM5D;</i> $X^{\Delta Tsix}Y$        |                                         | 0.0135                          | 0.0000 | 0.0005 |
| $X^{\Delta Tsix;\Delta Kdm5c}Y$             |                                         |                                 | 0.0022 | 0.0000 |
| XX                                          |                                         |                                 |        | 0.0003 |

**Figure 4d Xist RNA Coating**

|                                             | <i>Tg-mKDM5C;</i><br>$X^{\Delta Tsix}Y$ | <i>Tg-hKDM5C;</i><br>$X^{\Delta Tsix}Y$ | <i>Tg-hKDM5C(H514A);</i><br>$X^{\Delta Tsix}Y$ |
|---------------------------------------------|-----------------------------------------|-----------------------------------------|------------------------------------------------|
| $X^{\Delta Tsix}Y$                          | 0.0007                                  | 0.0026                                  | 0.7453                                         |
| <i>Tg-mKDM5C;</i> $X^{\Delta Tsix}Y$        |                                         | 0.0330                                  | 0.0005                                         |
| <i>Tg-hKDM5C;</i> $X^{\Delta Tsix}Y$        |                                         |                                         | 0.0015                                         |
| <i>Tg-hKDM5C(H514A);</i> $X^{\Delta Tsix}Y$ |                                         |                                         |                                                |

|                                             | <i>Tg-hKDM5D;</i><br>$X^{\Delta Tsix}Y$ | $X^{\Delta Tsix;\Delta Kdm5c}Y$ |
|---------------------------------------------|-----------------------------------------|---------------------------------|
| $X^{\Delta Tsix}Y$                          | 0.8060                                  | 0.0033                          |
| <i>Tg-mKDM5C;</i> $X^{\Delta Tsix}Y$        | 0.0004                                  | 0.0000                          |
| <i>Tg-hKDM5C;</i> $X^{\Delta Tsix}Y$        | 0.0004                                  | 0.0001                          |
| <i>Tg-hKDM5C(H514A);</i> $X^{\Delta Tsix}Y$ | 0.4994                                  | 0.0016                          |

**Supplementary Figure 3b *Kdm5c* RT-qPCR**

|                                              | <i>Tg-mKDM5C</i> ;<br>$X^{\Delta Tsix}Y$ | <i>Tg-hKDM5C</i> ;<br>$X^{\Delta Tsix}Y$ | <i>Tg-hKDM5C(H514A)</i> ;<br>$X^{\Delta Tsix}Y$ | <i>Tg-hKDM5D</i> ;<br>$X^{\Delta Tsix}Y$ |
|----------------------------------------------|------------------------------------------|------------------------------------------|-------------------------------------------------|------------------------------------------|
| $X^{\Delta Tsix}Y$                           | 0.11                                     | 0.12                                     | 0.46                                            | 0.0007                                   |
| <i>Tg-mKDM5C</i> ; $X^{\Delta Tsix}Y$        |                                          | 0.74                                     | 0.81                                            | 0.03                                     |
| <i>Tg-hKDM5C</i> ; $X^{\Delta Tsix}Y$        |                                          |                                          | 0.95                                            | 0.02                                     |
| <i>Tg-hKDM5C(H514A)</i> ; $X^{\Delta Tsix}Y$ |                                          |                                          |                                                 | 0.14                                     |

**Supplementary Table 7.** Statistics for Figure 5a: KDM5C peaks at the *Xist* locus in day 2 differentiated  $X^{\Delta Tsix}Y$  EpiLCs.

p-values from all pairwise comparisons determined by Welch's two-sided t-test.

| Scaling factor:                |  | 1                            | 1.269              | 0.782                                     | 16.179                          |
|--------------------------------|--|------------------------------|--------------------|-------------------------------------------|---------------------------------|
|                                |  | $X^{\Delta Tsix}Y$           | $X^{\Delta Tsix}Y$ | $X^{\Delta Tsix;\Delta Kdm5c}Y$           | $X^{\Delta Tsix;\Delta Kdm5c}Y$ |
|                                |  | Replicate 1                  | Replicate 2        | Replicate 1                               | Replicate 2                     |
| KDM5C reads                    |  | 25                           | 41                 | 10                                        | 35                              |
| KDM5C normalized reads         |  | 25                           | 32.297             | 12.793                                    | 2.163                           |
| Average KDM5C normalized reads |  | $\frac{X^{\Delta Tsix}Y}{2}$ |                    | $\frac{X^{\Delta Tsix;\Delta Kdm5c}Y}{2}$ |                                 |
|                                |  | 28.6                         |                    | 7.5                                       |                                 |

**Supplementary Table 8.** Statistics for Figure 5b: the levels of histone modifications by ChIP-qPCR of  $X^{\Delta Tsix}Y$  ESCs ectopically expressing or deleted for *Kdm5c*.

p-values from all pairwise comparisons determined by Welch's two-sided t-test.

**Region 1: KDM5C-enriched region downstream of *Xist* TSS**

H3K4me1

|                                              | <i>Tg-hKDM5C</i> ; $X^{\Delta Tsix}Y$ | <i>Tg-hKDM5C(H514A)</i> ; $X^{\Delta Tsix}Y$ | $X^{\Delta Tsix;\Delta Kdm5c}Y$ |
|----------------------------------------------|---------------------------------------|----------------------------------------------|---------------------------------|
| $X^{\Delta Tsix}Y$                           | 0.0072                                | 0.7715                                       | 0.0415                          |
| <i>Tg-hKDM5C</i> ; $X^{\Delta Tsix}Y$        |                                       | 0.0085                                       | 0.0016                          |
| <i>Tg-hKDM5C(H514A)</i> ; $X^{\Delta Tsix}Y$ |                                       |                                              | 0.0282                          |

H3K4me2

|                                              | <i>Tg-hKDM5C</i> ; $X^{\Delta Tsix}Y$ | <i>Tg-hKDM5C(H514A)</i> ; $X^{\Delta Tsix}Y$ | $X^{\Delta Tsix;\Delta Kdm5c}Y$ |
|----------------------------------------------|---------------------------------------|----------------------------------------------|---------------------------------|
| $X^{\Delta Tsix}Y$                           | 0.0803                                | 0.6720                                       | 0.1562                          |
| <i>Tg-hKDM5C</i> ; $X^{\Delta Tsix}Y$        |                                       | 0.0221                                       | 0.0360                          |
| <i>Tg-hKDM5C(H514A)</i> ; $X^{\Delta Tsix}Y$ |                                       |                                              | 0.1205                          |

H3K4me3

|                                              | <i>Tg-hKDM5C</i> ; $X^{\Delta Tsix}Y$ | <i>Tg-hKDM5C(H514A)</i> ; $X^{\Delta Tsix}Y$ | $X^{\Delta Tsix;\Delta Kdm5c}Y$ |
|----------------------------------------------|---------------------------------------|----------------------------------------------|---------------------------------|
| $X^{\Delta Tsix}Y$                           | 0.0384                                | 0.2428                                       | 0.4435                          |
| <i>Tg-hKDM5C</i> ; $X^{\Delta Tsix}Y$        |                                       | 0.0052                                       | 0.1571                          |
| <i>Tg-hKDM5C(H514A)</i> ; $X^{\Delta Tsix}Y$ |                                       |                                              | 0.2904                          |

H3K27ac

|                                              | <i>Tg-hKDM5C</i> ; $X^{\Delta Tsix}Y$ | <i>Tg-hKDM5C(H514A)</i> ; $X^{\Delta Tsix}Y$ | $X^{\Delta Tsix;\Delta Kdm5c}Y$ |
|----------------------------------------------|---------------------------------------|----------------------------------------------|---------------------------------|
| $X^{\Delta Tsix}Y$                           | 0.0258                                | 0.5022                                       | 0.9212                          |
| <i>Tg-hKDM5C</i> ; $X^{\Delta Tsix}Y$        |                                       | 0.0376                                       | 0.0372                          |
| <i>Tg-hKDM5C(H514A)</i> ; $X^{\Delta Tsix}Y$ |                                       |                                              | 0.3477                          |

IgG

|                                              | <i>Tg-hKDM5C</i> ; $X^{\Delta Tsix}Y$ | <i>Tg-hKDM5C(H514A)</i> ; $X^{\Delta Tsix}Y$ | $X^{\Delta Tsix;\Delta Kdm5c}Y$ |
|----------------------------------------------|---------------------------------------|----------------------------------------------|---------------------------------|
| $X^{\Delta Tsix}Y$                           | 0.9572                                | 0.6574                                       | 0.3226                          |
| <i>Tg-hKDM5C</i> ; $X^{\Delta Tsix}Y$        |                                       | 0.6914                                       | 0.3386                          |
| <i>Tg-hKDM5C(H514A)</i> ; $X^{\Delta Tsix}Y$ |                                       |                                              | 0.3174                          |

## Region 2: *Xist* promoter

### H3K4me1

|                                               | <i>Tg-hKDM5C</i> ; $X^{\Delta Tsix} Y$ | <i>Tg-hKDM5C(H514A)</i> ; $X^{\Delta Tsix} Y$ | $X^{\Delta Tsix; \Delta Kdm5c} Y$ |
|-----------------------------------------------|----------------------------------------|-----------------------------------------------|-----------------------------------|
| $X^{\Delta Tsix} Y$                           | 0.7419                                 | 0.8437                                        | 0.4762                            |
| <i>Tg-hKDM5C</i> ; $X^{\Delta Tsix} Y$        |                                        | 0.4556                                        | 0.4942                            |
| <i>Tg-hKDM5C(H514A)</i> ; $X^{\Delta Tsix} Y$ |                                        |                                               | 0.1850                            |

### H3K4me2

|                                               | <i>Tg-hKDM5C</i> ; $X^{\Delta Tsix} Y$ | <i>Tg-hKDM5C(H514A)</i> ; $X^{\Delta Tsix} Y$ | $X^{\Delta Tsix; \Delta Kdm5c} Y$ |
|-----------------------------------------------|----------------------------------------|-----------------------------------------------|-----------------------------------|
| $X^{\Delta Tsix} Y$                           | 0.3324                                 | 0.4415                                        | 0.1267                            |
| <i>Tg-hKDM5C</i> ; $X^{\Delta Tsix} Y$        |                                        | 0.4140                                        | 0.2163                            |
| <i>Tg-hKDM5C(H514A)</i> ; $X^{\Delta Tsix} Y$ |                                        |                                               | 0.0719                            |

### H3K4me3

|                                               | <i>Tg-hKDM5C</i> ; $X^{\Delta Tsix} Y$ | <i>Tg-hKDM5C(H514A)</i> ; $X^{\Delta Tsix} Y$ | $X^{\Delta Tsix; \Delta Kdm5c} Y$ |
|-----------------------------------------------|----------------------------------------|-----------------------------------------------|-----------------------------------|
| $X^{\Delta Tsix} Y$                           | 0.2721                                 | 0.9119                                        | 0.0543                            |
| <i>Tg-hKDM5C</i> ; $X^{\Delta Tsix} Y$        |                                        | 0.3190                                        | 0.1339                            |
| <i>Tg-hKDM5C(H514A)</i> ; $X^{\Delta Tsix} Y$ |                                        |                                               | 0.2651                            |

### H3K27ac

|                                               | <i>Tg-hKDM5C</i> ; $X^{\Delta Tsix} Y$ | <i>Tg-hKDM5C(H514A)</i> ; $X^{\Delta Tsix} Y$ | $X^{\Delta Tsix; \Delta Kdm5c} Y$ |
|-----------------------------------------------|----------------------------------------|-----------------------------------------------|-----------------------------------|
| $X^{\Delta Tsix} Y$                           | 0.0050                                 | 0.2301                                        | 0.3364                            |
| <i>Tg-hKDM5C</i> ; $X^{\Delta Tsix} Y$        |                                        | 0.0088                                        | 0.0071                            |
| <i>Tg-hKDM5C(H514A)</i> ; $X^{\Delta Tsix} Y$ |                                        |                                               | 0.1053                            |

### IgG

|                                               | <i>Tg-hKDM5C</i> ; $X^{\Delta Tsix} Y$ | <i>Tg-hKDM5C(H514A)</i> ; $X^{\Delta Tsix} Y$ | $X^{\Delta Tsix; \Delta Kdm5c} Y$ |
|-----------------------------------------------|----------------------------------------|-----------------------------------------------|-----------------------------------|
| $X^{\Delta Tsix} Y$                           | 0.2889                                 | 0.0059                                        | 0.2068                            |
| <i>Tg-hKDM5C</i> ; $X^{\Delta Tsix} Y$        |                                        | 0.0131                                        | 0.2512                            |
| <i>Tg-hKDM5C(H514A)</i> ; $X^{\Delta Tsix} Y$ |                                        |                                               | 0.8027                            |

### Region 3: Upstream of *Xist*

#### H3K4me1

|                                               | <i>Tg-hKDM5C</i> ; $X^{\Delta Tsix} Y$ | <i>Tg-hKDM5C(H514A)</i> ; $X^{\Delta Tsix} Y$ | $X^{\Delta Tsix; \Delta Kdm5c} Y$ |
|-----------------------------------------------|----------------------------------------|-----------------------------------------------|-----------------------------------|
| $X^{\Delta Tsix} Y$                           | 0.1693                                 | 0.1608                                        | 0.5787                            |
| <i>Tg-hKDM5C</i> ; $X^{\Delta Tsix} Y$        |                                        | 0.7944                                        | 0.0573                            |
| <i>Tg-hKDM5C(H514A)</i> ; $X^{\Delta Tsix} Y$ |                                        |                                               | 0.0681                            |

#### H3K4me2

|                                               | <i>Tg-hKDM5C</i> ; $X^{\Delta Tsix} Y$ | <i>Tg-hKDM5C(H514A)</i> ; $X^{\Delta Tsix} Y$ | $X^{\Delta Tsix; \Delta Kdm5c} Y$ |
|-----------------------------------------------|----------------------------------------|-----------------------------------------------|-----------------------------------|
| $X^{\Delta Tsix} Y$                           | 0.0056                                 | 0.0628                                        | 0.0274                            |
| <i>Tg-hKDM5C</i> ; $X^{\Delta Tsix} Y$        |                                        | 0.5136                                        | 0.9114                            |
| <i>Tg-hKDM5C(H514A)</i> ; $X^{\Delta Tsix} Y$ |                                        |                                               | 0.5797                            |

#### H3K4me3

|                                               | <i>Tg-hKDM5C</i> ; $X^{\Delta Tsix} Y$ | <i>Tg-hKDM5C(H514A)</i> ; $X^{\Delta Tsix} Y$ | $X^{\Delta Tsix; \Delta Kdm5c} Y$ |
|-----------------------------------------------|----------------------------------------|-----------------------------------------------|-----------------------------------|
| $X^{\Delta Tsix} Y$                           | 0.9288                                 | 0.2482                                        | 0.0531                            |
| <i>Tg-hKDM5C</i> ; $X^{\Delta Tsix} Y$        |                                        | 0.2688                                        | 0.0366                            |
| <i>Tg-hKDM5C(H514A)</i> ; $X^{\Delta Tsix} Y$ |                                        |                                               | 0.2125                            |

#### H3K27ac

|                                               | <i>Tg-hKDM5C</i> ; $X^{\Delta Tsix} Y$ | <i>Tg-hKDM5C(H514A)</i> ; $X^{\Delta Tsix} Y$ | $X^{\Delta Tsix; \Delta Kdm5c} Y$ |
|-----------------------------------------------|----------------------------------------|-----------------------------------------------|-----------------------------------|
| $X^{\Delta Tsix} Y$                           | 0.2134                                 | 0.3330                                        | 0.3951                            |
| <i>Tg-hKDM5C</i> ; $X^{\Delta Tsix} Y$        |                                        | 0.2023                                        | 0.1156                            |
| <i>Tg-hKDM5C(H514A)</i> ; $X^{\Delta Tsix} Y$ |                                        |                                               | 0.4105                            |

#### IgG

|                                               | <i>Tg-hKDM5C</i> ; $X^{\Delta Tsix} Y$ | <i>Tg-hKDM5C(H514A)</i> ; $X^{\Delta Tsix} Y$ | $X^{\Delta Tsix; \Delta Kdm5c} Y$ |
|-----------------------------------------------|----------------------------------------|-----------------------------------------------|-----------------------------------|
| $X^{\Delta Tsix} Y$                           | 0.6546                                 | 0.0378                                        | 0.6610                            |
| <i>Tg-hKDM5C</i> ; $X^{\Delta Tsix} Y$        |                                        | 0.1626                                        | 0.9180                            |
| <i>Tg-hKDM5C(H514A)</i> ; $X^{\Delta Tsix} Y$ |                                        |                                               | 0.3076                            |

**Supplementary Table 9.** Statistics for Figure 8: Xist RNA coating detection by FISH after Dox induction in XY ESCs ectopically expressing *Kdm5c/d* opossum or platypus transgenes.

p-values from all pairwise comparisons determined by Welch's two-sided t-test.

**Figure 8a. Opossum transgene expression**

|                         | <b>HA positive</b>      |                  |
|-------------------------|-------------------------|------------------|
| <b>HA positive</b>      | <i>Tg-oKDM5C(H514A)</i> | <i>Tg-oKDM5D</i> |
| <i>Tg-oKDM5C</i>        | 0.003                   | 0.002            |
| <i>Tg-oKDM5C(H514A)</i> |                         | 0.068            |

|                         | <b>HA positive</b>      |                  |
|-------------------------|-------------------------|------------------|
| <b>HA negative</b>      | <i>Tg-oKDM5C(H514A)</i> | <i>Tg-oKDM5D</i> |
| <i>Tg-oKDM5C</i>        | 0.604                   | 0.102            |
| <i>Tg-oKDM5C(H514A)</i> |                         | 0.541            |

|                         | <b>HA negative</b> |                         |                  |
|-------------------------|--------------------|-------------------------|------------------|
| <b>HA negative</b>      | <i>Tg-oKDM5C</i>   | <i>Tg-oKDM5C(H514A)</i> | <i>Tg-oKDM5D</i> |
| <i>Tg-oKDM5C</i>        | 0.003              |                         |                  |
| <i>Tg-oKDM5C(H514A)</i> |                    | 0.310                   |                  |
| <i>Tg-oKDM5D</i>        |                    |                         | 0.080            |

**Figure 8b. Platypus transgene expression**

|                    | <b>HA negative</b> |
|--------------------|--------------------|
| <b>HA positive</b> | <i>Tg-pKDM5C</i>   |
| <i>Tg-pKDM5C</i>   | 0.00001            |

# Supplementary material for: Activation of Xist by an evolutionarily conserved function of KDM5C demethylase
**Source:** Nat Commun. 2022 May 11;13:2602. doi: 10.1038/s41467-022-30352-1
**Supplement:** Supplementary file 2 — Description of additional Supplementary File

### **Descriptions of additional Supplementary Data Files**

Supplementary Data 1. RNA-seq samples used for Kdm5c expression analysis across theria.

Supplementary Data 2. KDM5C/Kdm5c TPM values in all species.

Supplementary Data 3-12. TPM values of all genes in all 10 species analysed in Figure 6.

Supplementary Data 13. Description of all Cell lines used in this study.

# Supplementary material for: Activation of Xist by an evolutionarily conserved function of KDM5C demethylase
**Source:** Nat Commun. 2022 May 11;13:2602. doi: 10.1038/s41467-022-30352-1
**Supplement:** Supplementary file 5 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

Fluorescent images were taken on the NIS-Elements software version 5.20.02.  
Fluorescent western blots were imaged using Image Studio Lite from Li-COR, version 5.2.5.  
qPCR reactions were run with Eppendorf Realplex 2.2 software version 2.2.0.84.

Data analysis

FastQC v0.11.8 for quality control of RNA Seq reads. Picard v2/8/1 was used for the VCFtools command for generation of the allele specific reference genomes. STAR v2.5.2a was used for mapping RNA seq reads in Kdm5c analysis across therians. Tophat v2.1.0 was used for mapping RNA seq reads in EpiLCs. Samtools v0.1.19 was used for sequencing analysis. Python v2.7 was used for the HTseq command for read counting. Bowtie v1.2.2 was used for ChIP seq mapping. MACS2 v2.1.0.20140616 was used for ChIP seq peak calling. ClustalW v2.1 was used for multiple sequence alignments of Kdm5C and KDM5D protein sequences. MSASviewer version 1.12.0 tree tool was used to create a rooted phylogenetic tree. Chi-square analysis of RNA FISH was performed using R version 4.1.2.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Sequencing data generated for this study have been submitted to the NCBI Gene Expression Omnibus (GEO; <http://www.ncbi.nlm.nih.gov/geo/>) under accession

number GSE96797. Data in Figure 6 was analyzed from published data available under accession numbers GSE30352 and GSE50747 and project accession number PRJNA591380, raw data from these analyses are available in Supplementary Tables 1-12.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

## Antibodies

Anti-KDM5C antibody (Abcam, #194288) has been validated for use in immunoprecipitation, ChIP, western blotting, and immunohistochemistry as stated on the Abcam product page. Although Abcam states it may detect KDM5D, we validated its specificity for KDM5C by western blot in mouse ESCs WT or mutant for Kdm5c and/or Kdm5d.

Anti-Strep-Tag II (GenScript, #A01732-100) has been validated for use in immunohistochemistry, western blot, immunoprecipitation, ELISA, and flow cytometry, as stated on the GenScript product page.

Anti-REX1 (Thermo Scientific, #PA5-27567) has been validated for use in immunocytochemistry and western blotting, as stated on the Thermo Scientific product page. This antibody was also validated in this study by use of cells not expressing REX1 as a control.

Anti-HA (Cell Signaling, #C29F4) has been validated for use in western blotting, immunoprecipitation, immunohistochemistry, immunofluorescence, and flow cytometry, as stated on the Cell Signaling Technology product page. This antibody was also validated in this study by use of cells not expressing HA as a control.

Anti-H2Av (Active Motif, #39715) has been validated for chromatin immunoprecipitation and western blotting, as stated on the Active Motif product page.

Anti-H3K4me1 (Abcam, #ab8895) has been validated for use in immunohistochemistry, chromatin immunoprecipitation, and western blotting, as stated on the Abcam product page.

Anti-H3K4me2 (Abcam, #ab7766) has been validated for chromatin immunoprecipitation and western blotting, as stated on the Abcam product page.

Anti-H3K4me2 (Fisher Scientific, #710796) has been validated for chromatin immunoprecipitation, immunofluorescence, peptide array, western blot, and immunocytochemistry, as stated on the Fisher Scientific product page.

Anti-H3K4me3 (Abcam, #ab8580) has been validated for use in chromatin immunoprecipitation, western blotting, immunohistochemistry, and immunofluorescence, as stated on the Abcam product page.

Anti-H3K27ac (Active Motif, #39135) has been validated for use in chromatin immunoprecipitation, western blotting, and CUT&Tag, as stated on the Active Motif product page.

The IgG antibody was validated as a negative control in this study by chromatin immunoprecipitation, and no specific peaks were detected by this antibody.

## Eukaryotic cell lines

Policy information about [cell lines](#)

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

submission:

Smcx\_Input\_delTsix\_wtSmcx\_rep1.fastq.gz  
 Smcx\_Input\_delTsix\_wtSmcx\_rep2.fastq.gz  
 Smcx\_Input\_delTsix\_koSmcx\_rep1.fastq.gz  
 Smcx\_IP\_delTsix\_wtSmcx\_rep1.fastq.gz  
 Smcx\_IP\_delTsix\_wtSmcx\_rep2.fastq.gz  
 Smcx\_IP\_delTsix\_koSmcx\_rep1.fastq.gz

Smcx\_merged\_Input.bw  
 Smcx\_IP\_wtSmcx\_Merged.bw  
 Smcx\_IP\_koSmcx.bw  
 Smcx\_delTsix\_wtSmcx\_peaks.bed.gz  
 Smcx\_delTsix\_koSmcx\_peaks.bed.gz

Genome browser session  
 (e.g. [UCSC](#))

No longer applicable.

## Methodology

How the deposited data were processed for this re-analysis (not part of the article)

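RNA-Seq of EpiLCs was analysed for 12 samples, 3 for each of female *Kdm5c* fl/fl, female *Kdm5c*Δ/Δ, male *Kdm5c* fl*Y* and male *Kdm5c*Δ*Y*. According to the paper, 3 independent ESC lines per genotype were differentiated into EpiLCs. The authors mapped single-end reads of 50 bp to mm9 with Tophat 2.1.0, with up to 1 mismatch, and kept uniquely mapped reads. HTseq is named for read counting in the reporting summary of the authors. The paper's text does not name the tool or the gene annotation behind the comparisons.

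The authors deposited 2 tables, 1 per sex, each with 22911 genes. The signal columns that the authors deposited are mean normalized counts, over both genotypes and in each genotype, which are read counts divided by a size factor per library and averaged over the 3 libraries. The deposited ratio is the mean of the mutant over that of the control, and the deposited log2 fold change is its logarithm, with no pseudocount and no shrinkage. The deposited p-values (unit p_value) are those of the authors' DESeq comparison, as the table is named, and the deposited adjusted p-values are their Benjamini-Hochberg adjustment. These relations were checked on the values of every gene. A gene whose mean is 0 in one genotype has no finite fold change and is described as listed at 0.

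Before the data were examined, it was decided that the authors' deposited log2 fold changes and adjusted p-values would be reported as theirs if the tables held no values of single libraries, with 0.05 as the threshold of the adjusted p. The same holds for the minimum mean of 10 normalized counts for summaries over X-linked genes and for the correlation between the sexes, and for the alternatives of those choices. The genes named in the text are every gene the paper names that the tables list, and in each sex the 5 genes that rose most and the 5 that fell most among genes with an adjusted p under 0.05 and a mean of at least 10. *Gapdh* is not among the genes of the tables. Genes named outside this rule were chosen after their values had been seen.

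After the tables had been seen, the reads of each library were worked out from the group means. Each mean is a sum of 3 whole numbers, each divided by the size factor of its library and by the number of libraries. The 3 steps were found from genes with few reads, and the whole numbers were then solved for genes with a mean of up to 10000. Every gene searched had 1 solution. Genes above that mean (51 to 77 per genotype) were left out, so 22808 genes were recovered in all 12 libraries. Tested on simulated data, the solver gave the right reads for 100% of 17062 and of 17207 genes, and of 3300 decoy values in each simulation 0 and 1 had a solution. The recovered reads carry no sample names. The libraries were therefore named A, B and C within each genotype by falling size factor, and they could not be matched to ESC lines or to libraries of another genotype.

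Between 5516216 and 11092731 reads were recovered per library. Reads are not independent molecules where PCR copies were counted, so the precision given by these depths covers counting error only. Values of single genes are given as the mean and SD of the 3 libraries.

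Limma (3.58.1, in R 4.3.3) was fitted within each sex to log2(normalized count + 1) with an intensity trend, and p-values were adjusted by the Benjamini-Hochberg method. Limma voom, a pseudocount of 0.1, a minimum mean of 10 and fits without each library in turn were alternatives. The difference between the sexes was tested with the interaction of sex and genotype in a fit over all 12 libraries. All of these fits were added after the tables had been seen. Tools that model raw counts were not used. Limma was tested on simulated counts with 200 changed genes, all with a mean of at least 10. It found 92.5% of them at a dispersion of 0.002, set for females, and 84.5% at 0.02, set for males. Of its calls, 7.04% and 3.43% were false. The estimated changes had a median size of 0.99 and 1.03 on the log2 scale. All genes shared the same dispersion and no library stood apart, so smaller changes and outlying libraries were not covered. Single genes were compared with exact permutation tests, two-sided, whose smallest p is 0.10 for 3 libraries against 3.

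Genes were placed on mm9 by symbol or synonym, which placed 21592 of the 22911 genes (94.2%), 949 of them on the X chromosome. X-linked genes were compared with autosomal genes through the difference of their median log2 fold changes, and with 10000 random lists of autosomal genes of matched mean counts. Mappability was counted as the share of exonic positions, in steps of 5 bp, from which a read of 50 bp occurs once in mm9. Lists of germline genes and of genes that escape X-inactivation were written from general knowledge before the values of their genes were looked at. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9 were used.

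Read coverage along exons and the RNA FISH, protein and ChIP-Seq experiments were not analysed here. RT-qPCR values of *Xist* were taken from the paper's source data for comparison only.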

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

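The tests of a lost X chromosome, of a fall that needs 2 X chromosomes, of the loss of the reads of 2 exons and of libraries from 1 ESC line were chosen only after the result was seen, and limma on the recovered reads was itself chosen after seeing the data. The paper uses these RNA-Seq libraries for the exons of *Kdm5c* only, so the changes of other genes described here are signals in data that it does not discuss.

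In the authors' deposited tables, 7855 of 19675 genes with a p-value had an adjusted p under 0.05 in females (4009 higher and 3846 lower in *Kdm5c*Δ/Δ EpiLCs), and 1297 of 21975 in males (778 higher and 519 lower in *Kdm5c*Δ*Y* EpiLCs). Limma on the recovered reads gave 9799 genes in females and 1703 in males. In each sex, 1 of the 10 splits of the 6 libraries into 3 and 3 gave as many genes, the real one. The other 9 splits gave 0 genes, with 184 to 253 genes at an unadjusted p under 0.05 in females and 65 to 2485 in males. With 10 splits the share cannot be under 0.10, so a chance split cannot be excluded by this count. The median SD between libraries, on the log2 scale, was 0.089 in females and 0.18 in males. Leaving out *Kdm5c* fl*Y* library B gave 4684 genes in males and leaving out *Kdm5c*Δ*Y* library A gave 4314 (2130 higher and 2184 lower), against 331 to 595 without any of the other 4 male libraries. Without *Kdm5c* fl*Y* library B, 1430 genes were higher and 3254 lower (30.5% higher), against 53.9% higher in limma over all male libraries. That fit keeps only *Kdm5c* fl*Y* libraries A and C as controls, which both hold background reads on silent genes, and 1665 of its genes had a mean under 0.5 in the 9 libraries of the other genotypes, all of them lower in *Kdm5c*Δ*Y* EpiLCs. The count of 4684 therefore overstates what library B hid. Among genes with a mean of at least 100 in those 9 libraries, a limit chosen after seeing the data, the fit without library B gave 1852 genes (62.0% higher) and the fit without *Kdm5c*Δ*Y* library A 2943, against 1138 with all male libraries and 224 to 396 without any of the other 4. The smaller number of genes in males may thus reflect, at least in part, the spread that these libraries add, although the counts of 4684 and 4314 stayed below the 8810 to 9139 genes of females with a library left out. With the deposited p-values recalibrated to an empirical null, 1781 genes were left in females and 1345 in males, so the gap also depends on that choice. The spread of that null was taken from all genes, so real changes in many female genes would widen it. The recalibration therefore cannot decide how much of the gap is real. The small spread in females has an explanation of its own to weigh. If the libraries of a genotype came from cells of 1 ESC line, they would differ less than 3 lines do, and differences between lines would count as changes. The pairs of female libraries of a genotype had a chi-square per gene of 2.30 to 6.08, against 23.3 to 39.6 for pairs with *Kdm5c* fl*Y* library B or *Kdm5c*Δ*Y* library A, and these values cannot tell cultures of 1 line from similar lines. The paper states that the floxed strain was generated on a mixed background, so lines can also differ by strain variants, which counts per gene cannot test. The sample labels name a single strain instead, so whether this applies to these lines is open. Loss of KDM5C is the biological explanation that the design gives. It cannot be told apart here from differences between ESC lines or from batches of libraries that followed genotype.

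In females, the median log2 fold change of 534 X-linked genes lay −0.21 from that of autosomal genes, lower than in all 10000 random lists of autosomal genes (percentile 0), 95% of which lay between −0.07 and 0.05. Of the X-linked genes, 347 (65.0%) were below the autosomal median. In males, the difference was −0.088 over 535 genes, at percentile 0.02 of the random lists. The SD between single mutant libraries was 0.0345 in females and 0.0969 in males, so the male difference of −0.088 is no larger than that spread. Limma on the recovered reads gave a male difference of −0.11, slightly above the spread. It stayed between −0.14 and −0.069 when each library was left out. *Kdm5c*Δ*Y* libraries B and C lay at −0.17 and −0.15, but library A lay at 0.0096, within the range of the *Kdm5c* fl*Y* libraries (−0.029 to 0.029). The paper describes *Xist* RNA as required for stable X-inactivation, so weaker silencing would raise X-linked genes in *Kdm5c*Δ/Δ females. The female difference runs the other way. In the authors' deposited table, 197 X-linked genes were lower and 103 higher at an adjusted p under 0.05. A fall that needs 2 X chromosomes, such as a change in the balance between the active and the inactive X, predicts no fall in males. The male percentile of 0.02 is taken over genes and leaves out the spread between libraries, so it cannot tell whether males share the fall. When X-linked genes with an adjusted p under 0.05 were left out, the female difference was −0.077 at percentile 14.97, but 150 of the remaining 234 genes (64.1%) were still below the autosomal median. This alternative removes the genes that fell most and therefore favours a smaller difference, so a shift of many X-linked genes may remain, and these values do not settle how wide it is. In males, the same alternative gave −0.084 at percentile 0, with 263 of 462 genes (56.9%) below the autosomal median. That percentile also leaves out the spread between libraries.

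In the RNA-Seq, the fall of *Xist* was larger in females than in males. The change in males minus the change in females was 1.56 on the log2 scale (standard error 0.33, adjusted p = 0.00429 from the limma interaction term, range over the alternatives 0.00263 to 0.0145). Each of the 12 fits that left out a library kept the adjusted p under 0.05. In the authors' deposited tables, *Xist* changed by −2.35 in females (adjusted p = 1.41e-107) and by −0.81 in males (adjusted p = 0.312). Its normalized count was 1341 ± 84.9 in *Kdm5c* fl/fl and 264 ± 26.0 in *Kdm5c*Δ/Δ females, and 410.1 ± 139.5 in *Kdm5c* fl*Y* and 233 ± 69.9 in *Kdm5c*Δ*Y* males (SD, n = 3 each). The mutants of both sexes thus ended at similar counts, whereas the controls differed by 1.71 on the log2 scale. The interaction follows from the higher control level of females. It cannot separate a larger response in females from a fall to a basal level that both sexes share. A technical explanation for the female fall is the loss of an X chromosome in the mutant cells. Of the distance from *Kdm5c* fl/fl females to *Kdm5c* fl*Y* males, 6 genes that escape X-inactivation covered a share of −0.163 in *Kdm5c*Δ/Δ females when taken between the medians of the genes, and the median of their single shares was 0.0422. In 5 of them the share was −0.432 to 0.358, so none of these 5 reached the male level. *Mid1* was lower in control females than in control males (log2 ratio −1.34) and rose by 2.66 in *Kdm5c*Δ/Δ females, so it had no female excess to lose. A share has no meaning for *Mid1*, so the summaries that include it, −0.163 and 0.0422, carry no weight here. The middle one of the other 5 shares was −0.114 (*Eif2s3x*). All 518 X-linked genes together covered a share of 1.05, so as a whole they reached the male level. These tests point in opposite directions. Whether X-linked genes also fell in males, which have a single X, is left open by the spread of the *Kdm5c*Δ*Y* libraries, so the share of 1.05 cannot be assigned. The paper excludes the loss of an X in EpiLCs by the biallelic expression of *Atrx* in RNA FISH. In the authors' deposited table, its normalized count was 0.24 higher on the log2 scale in *Kdm5c*Δ/Δ than in *Kdm5c* fl/fl females (adjusted p = 0.0300). The libraries overlapped (exact permutation test, two-sided, p = 0.20), and the limma adjusted p reached 0.0546 with a library left out. In males, which have a single X, *Atrx* changed by 0.27 (adjusted p = 0.632 in the deposited table). Its count therefore does not bear on the loss of an X. A fall of *Xist* by 80.3% would need the loss of an X in most cells, and the shares of the 5 genes with a female excess, at most 0.358, go against a loss of that extent. The paper's RT-qPCR source data give log2 ratios of −3.46 (error 0.156) in females and −3.33 (error 1.12) in males. They show no clear difference between the sexes. A larger need for KDM5C in females remains a hypothesis.

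The fall of *Kdm5c* was also larger in females, by 0.50 on the log2 scale in the interaction (adjusted p = 0.00347, range over the alternatives 0.00111 to 0.0133). A technical explanation is that only the reads of exons 11 and 12 are missing, which would give the same small change in both sexes. The female change lay −11.6 standard errors from the change that the loss of these reads alone would give, and the male change −1.12 standard errors, which leaves the male value open. Exon loss alone therefore may account for the male change but is too small for the female one. Whether the *Kdm5c*Δ/Δ transcript is less stable or less transcribed was not tested. The female change cannot be told apart from differences between ESC lines or from batches of libraries that followed genotype.

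Over all genes, 4675 of 22014 had an adjusted p under 0.05 in the limma interaction term, 2324 with a larger and 2351 with a lower value in males. Of 100 splits of the libraries within each sex, drawn from 200, 2 gave as many genes. Apart from the real split, the other one, with 6399 genes, exchanged the genotypes of one sex, so it tested the sum of the changes in both sexes instead of their difference. The 80 splits that were real in neither sex gave 0 genes each, with 124 to 1831 genes at an unadjusted p under 0.05. Between 1320 and 3582 genes were found where only the females were split by genotype, and between 126 and 219 where only the males were. The 4675 genes may therefore rest in part on changes in females that the male libraries do not share. The sum of the changes gave more genes than their difference, 6399 against 4675, which goes the other way. The greater spread between male libraries limits what can be called shared.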

How the results depend on the processing

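No test in this part was chosen to explain a result, but limma on the recovered reads and the fits that left out a library were chosen after seeing the data. No paired analysis was possible because the tables carry no replicate numbers. The comparison relative to *Gapdh* was not run, since the tables do not list that gene. DESeq2 was set for deposited counts of single libraries, which the tables do not hold. The reads recovered later were compared with limma and limma voom instead. A replicate block was not run, since the recovered libraries carry no replicate numbers.

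Of 67 values of the main results under other settings, 11 could not have moved: 7 that adjusted the p-values again and 4 that were taken relative to the median change and keep the deposited adjusted p. Of the other 56, 50 stayed on the same side of the threshold, within the spread between libraries or, for counts of genes, within 1.5 times the deposited count, and 6 moved. With an absolute log2 fold change of at least 1, 2503 genes were left in females. With p-values recalibrated to an empirical null, 1781 were left in females, where the spread of the z scores was 2.48 against 0.993 in males. The same recalibration gave 1345 genes in males, which is among the values that stayed. An adjusted p threshold of 0.01 gave 806 genes in males and 513 genes changed in both sexes. The difference between X-linked and autosomal genes in females was −0.17 as a trimmed mean and −0.077 without the X-linked genes that had changed. The cause was not tested.

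Leaving out a library gave 331 to 4684 genes in males (1665 of the 4684 were silent in the other genotypes), 251 to 2975 changed in both sexes and 3554 to 7334 with a difference between the sexes. The X-linked difference ranged from −0.22 to −0.18 in females and from −0.14 to −0.069 in males. *Xist* in males ranged from −1.11 to −0.62, with an adjusted p of 0.0319 without *Kdm5c* fl*Y* library B, 0.0237 without *Kdm5c*Δ*Y* library A and up to 0.395 in the other 4 fits. The spread of these libraries shows in the pairs described under other observations. *Kdm5c* and *Xist* in females, and the differences between the sexes of both genes, kept their direction and an adjusted p under 0.05 in each of these fits. Of 38 results on other named genes, 3 (*Rprl2* in both sexes and *Rprl3* in females) were not run under another setting because their means exceed 10000. Of the other 35, 12 changed sides of the threshold in at least 1 setting, 3 of them to a weaker and 9 to a stronger result, and 0 changed direction. *Gc*, *Habp2*, *Mia2*, *1700025B11Rik*, *Gm595* and *Pet2*, which have no finite fold change, are not among the 38 and were not compared between settings.

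Genes above a mean of 10000 were not recovered, so limma covers none of them. With 3 libraries per genotype, no exact permutation test can reach 0.05.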

Differences from the paper's values

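None of the tests reported elsewhere was used to explain the differences listed here. The paper's RT-qPCR and the RNA-Seq are different assays of EpiLCs, the first relative to *Gapdh* and the other scaled over all genes.

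For *Kdm5c*Δ/Δ over *Kdm5c* fl/fl females, the log2 ratio of *Xist* RNA in the paper's RT-qPCR source data is −3.46 (error 0.156, from the SDs over 3 lines), which is the paper's value, and the RNA-Seq gave −2.35. As percentages, *Xist* is 90.9% lower in the paper's data and was 80.3% lower here. Relative to the median change of genes with a mean of at least 10, the value here was again −2.35. None of the alternatives set before the data were examined closed the gap, but neither of those that could be run, a shift by the median change and a new adjustment of p-values, could have moved the ratio by that much. The fits that left out a library, added after seeing the values, gave −2.41 to −2.27.

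For *Kdm5c*Δ*Y* over *Kdm5c* fl*Y* males, the paper's source data give a log2 ratio of −3.33 (error 1.12, from the SDs over 3 lines), and the RNA-Seq gave −0.81. Relative to the median change, it was −0.82. None of the alternatives set before the data were examined closed this gap, which they could not have done either, and the fits that left out a library, added after seeing the values, reached −1.11 at most.

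The paper states that *Kdm5c* is expressed more highly in female than in male ESCs and EpiSCs, and discusses a higher expression in females in general. In control EpiLCs, the log2 ratio of *Kdm5c* fl/fl females to *Kdm5c* fl*Y* males was 0.08, and the libraries of the sexes overlapped (exact permutation test, two-sided, p = 0.30).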

Other observations

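The tests of background reads, of the depth of libraries and of the X copy number, and the comparison of pairs of libraries, were chosen only after the result was seen. The tests of the even spread of background, of germline genes and of short transcripts were set before their result was seen.

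*Xist* in *Kdm5c*Δ/Δ females, at 264 normalized counts, overlapped with *Kdm5c* fl*Y* males, at 410.1 (log2 ratio −0.64, exact permutation test, two-sided, p = 0.30). In control females it was higher than in control males by 1.71 on the log2 scale, with no overlap (exact permutation test, p = 0.10). Among other genes of the *Xic*, *Jpx* rose in *Kdm5c*Δ/Δ females by 1.43 (adjusted p = 2.82e-20) and changed by −0.61 in *Kdm5c*Δ*Y* males (adjusted p = 0.386) in the authors' deposited tables, and the difference between the sexes in limma was −2.16 (adjusted p = 0.00264). *Tsix*, *Ftx* and *Rlim* had adjusted p-values above 0.05 in both sexes in the deposited tables, with log2 fold changes from −0.39 to 0.26. In the limma fits that left out a library, considered after seeing the data, the female adjusted p of *Tsix* ranged from 0.0290 to 0.240 and was under 0.05 in 2 of 6 fits. The male values of *Tsix*, *Ftx* and *Jpx*, but not of *Rlim*, depend on *Kdm5c*Δ*Y* library A. Without it, *Tsix* changed by −0.83 (adjusted p = 0.00858, range over the fits that left out a library 0.00858 to 0.699), *Ftx* by −0.76 (adjusted p = 0.00321, range 0.00321 to 0.597) and *Jpx* by −1.24 (adjusted p = 0.00112, range 0.00112 to 0.501) in males. *Zfp42*, which encodes REX1, was higher in the mutants of both sexes, by 0.47 in females (adjusted p = 4.01e-05) and by 1.31 in males (adjusted p = 0.00702) in the deposited tables. Its male adjusted p was 0.00599 to 0.110 in the limma fits that left out a library, under 0.05 in 4 of 6. By immunofluorescence, the paper found REX1 protein downregulated in female EpiLCs of each genotype, and proposes that the mutant cells differentiated appropriately. The RNA count is another measure, taken against control EpiLCs. Whether the extent of differentiation differed between genotypes was not tested here. Of the other genes of X-Y pairs that the paper names, *Sox3* changed by −1.16 in females (adjusted p = 1.47e-13) and by −0.41 in males (adjusted p = 0.937), *Rbmx* by −0.33 (adjusted p = 0.0159) and −0.44 (adjusted p = 0.403), and *Uba1* by −0.43 (adjusted p = 3.53e-10) and 0.17 (adjusted p = 0.924) in the authors' deposited tables. In limma, *Sox3* in males changed by −0.86 over all libraries (adjusted p = 0.365) and by −1.67 without *Kdm5c*Δ*Y* library A (adjusted p = 0.00234, range over the fits that left out a library 0.00234 to 0.770). *Sry* is listed at 0 in males and in *Kdm5c* fl/fl females and at a mean of 0.561 in *Kdm5c*Δ/Δ females, and *Rbmy* at 0 in all 4 genotypes.

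In females, the authors' tables list *Gc*, *Habp2* and *Mia2* at 0 in *Kdm5c* fl/fl EpiLCs and at means of 35.7, 33.2 and 21.5 in *Kdm5c*Δ/Δ EpiLCs, and these genes together with *Tfec* (6.25) and *Fbxo40* (6.12, log2) rose most. The genes that fell most were *Rprl2* (−7.69), *Rprl3* (−7.03), *Gm8709* (−6.64), *Gm5177* (−6.05) and *Hgf* (−5.55). *Gm8709*, *Gm5177* and *Hgf* were also low in *Kdm5c* fl*Y* males, at 2.98, 136 and 6.66, against 4.69, 145 and 2.88 in *Kdm5c*Δ/Δ females. A low level of these genes therefore does not need the loss of KDM5C. *Rprl2* and *Rprl3* were high in the controls of both sexes. In *Kdm5c* fl*Y* males, *Gc*, *Habp2*, *Mia2* and *Tfec* were at 5.29, 14.5, 9.60 and 16.8, and *Fbxo40* at 1.48. In males, *Cdx1* (6.52), *Igf2* (5.74), *Rptn* (5.26), *Hand1* (4.85) and *Rhox9* (4.66) rose most. *Rptn* had a mean of 81.1 in *Kdm5c* fl/fl females, above the 57.1 of *Kdm5c*Δ*Y* males. The means of *Cdx1*, *Igf2*, *Hand1* and *Rhox9* in these females, 21.3, 378, 53.7 and 76.6, were below those of *Kdm5c*Δ*Y* males. *1700025B11Rik*, *Gm595* and *Pet2* are listed at 0 in *Kdm5c*Δ*Y* EpiLCs, from control means of 44.4, 28.5 and 28.8, and *Gbp2b* (−8.08) and *Rprl2* (−7.37) also fell. *Gm5177* in *Kdm5c*Δ*Y* EpiLCs had a normalized count of 169.6 in library A and of 5011 and 3175 in libraries B and C, so its mean of 2785 does not describe every library. *Rptn* in *Kdm5c*Δ*Y* EpiLCs had a normalized count of 124 in library A and of 17.2 and 30.0 in libraries B and C. Without library A, limma gave 3.27 for *Rptn*, against 5.10 for *Hand1* and 5.07 for *Rhox9*. The adjusted p of *Rptn* was 0.0525 in limma voom and reached 0.0666 in the limma fits that left out a library.

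*Rprl2* and *Rprl3* made up 0.800 and 0.990% of the summed control means in females and fell from 77932 to 377 and from 96419 to 740.1. In males they fell from 99401 to 602 and from 122396 to 1048. The third member of this family, *Rprl1*, fell from 169.5 to 4.54 in females and from 163 to 2.93 in males. A candidate explanation is that libraries of different genotypes were prepared in batches that recovered short RNAs differently. Other transcripts under 300 bp (98 genes) had a median log2 fold change of 0.11 in females, so they did not fall with these genes there, whereas the median in males was −0.35 over 97 genes, below all 10000 random lists. Of these 97 genes, 1 had an adjusted p under 0.05, and it was higher. A shift of −0.35 is too small for the falls of −7.37 and −6.87 in males, so a poorer recovery of short transcripts in general does not explain them. Batches that followed genotype and acted in another way were not tested, so they stay open. Whether unique mapping separates the members of the family was not tested.

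As a hypothesis, germline genes could be derepressed without KDM5C. A list of 20 such genes had a median log2 fold change of 1.08 in females, above all 10000 matched random lists (percentile 100), 95% of which lay between −0.32 and 0.285. In the deposited table 17 of them had an adjusted p under 0.05, 14 higher and 3 lower. In males the median was 0.11 at percentile 82.79, and 8 genes had an adjusted p under 0.05, 5 higher and 3 lower. The female values are consistent with derepression at percentile 100, and the matched random lists, which rise through low counts as much as such a list would, had a median of −0.0082 and mostly lay below 0.285. The male median lay within the range of 95% of its random lists (−0.23 to 0.23), although *Kdm5c*Δ*Y* EpiLCs carry the mutation too. The male values therefore do not favour derepression of the whole list wherever KDM5C is lost. The difference between the sexes was not tested for the list as a whole.

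In the deposited tables, 878 genes had an adjusted p under 0.05 in both sexes, where 521 were expected by chance (odds ratio 3.40, Fisher's exact test, p = 1.49e-95). Among genes with a mean of at least 10, an alternative set before the data were examined, 1036 genes changed in both sexes where 827 were expected, and the odds ratio was 2.00 (Fisher's exact test, p = 1.91e-32). Of the 878 genes, 550 (62.6%) changed in the same direction, 319 up and 231 down. Genes are not independent, so these p-values overstate the evidence. Without *Kdm5c* fl*Y* library B, 1913 genes changed in both sexes in limma, with an odds ratio of 1.06 (Fisher's exact test, p = 0.100) but with 69.6% in the same direction and an r of 0.186 between the sexes, the highest of these fits. The odds ratio over all genes tested stayed between 2.50 and 3.55 without any of the other 11 libraries. Background reads in the controls left without library B could lower it, since among genes with a mean of at least 100 in the libraries of other genotypes it was 1.52, against 1.70 with all libraries. Across 13832 genes, the log2 fold changes of the sexes had a Pearson's r of 0.14 and a Spearman's rho of 0.16. This correlation is across genes, which are not independent replicates, and its SD over pairs of single mutant libraries was 0.088.

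Libraries A and C of *Kdm5c* fl*Y* EpiLCs had reads on 20805 and 20400 genes, against 17261 in library B. On 3886 autosomal genes that were silent in the other 10 libraries (a mean normalized count under 0.5), they had 1.36 and 1.07 reads per uniquely mappable kb, against 0.068 in library B. Library B took part in choosing these genes. With 3890 genes chosen by the 9 libraries of the other genotypes alone, a choice made after seeing the data, the values were 1.39 and 1.09 against 0.122. Depth does not explain this, since the larger of libraries A and C held 0.974 times the reads of library B. Genomic DNA of the male cells is a candidate explanation. It predicts X-linked genes at 0.5 of the autosomal density, an even spread over genes and no preference for particular genes. The ratio was 0.728 in library A (95% bootstrap interval 0.598 to 0.876, which excludes 0.5) and 0.595 in library C (0.469 to 0.741, which holds 0.5), the variance over the mean given length was 1.72 in library A, and the deviations of genes in libraries A and C were correlated with an r of 0.341 across genes. With a stricter limit of 0.1 for silent genes, the ratios were 0.571 (0.429 to 0.736) and 0.566 (0.389 to 0.797), which both hold 0.5, and r was 0.287. With a limit of 2, the ratios were 0.791 (0.659 to 0.923) and 0.637 (0.528 to 0.766), which both exclude 0.5, and r was 0.420. The ratios are thus consistent with DNA in both libraries at the stricter limit only, and the correlation goes against an even background at each limit, so the source of these reads remains open. The background would account for 6.34% of the excess of *Xist* in these libraries over library B (241 normalized counts), and subtracting it from the control libraries changed the log2 fold change of *Xist* in males from −0.81 to −0.78.

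Libraries of the same genotype resembled each other closely in 8 of 12 pairs. In these, the chi-square per gene was 2.30 to 6.08 over genes with a mean of at least 100 and r was 0.992 to 0.995. In the 4 pairs with *Kdm5c* fl*Y* library B or *Kdm5c*Δ*Y* library A, it was 23.3 to 39.6 and r was 0.927 to 0.961. The median of the chi-square over genes was 0.723 to 0.952 in the 3 pairs of *Kdm5c* fl/fl, in *Kdm5c* fl*Y* libraries A and C and in *Kdm5c*Δ*Y* libraries B and C, 1.07 to 1.36 in the pairs of *Kdm5c*Δ/Δ, and 4.89 to 8.60 in the distant pairs, where the sampling of reads alone gives 0.455. A library entered 2 times would give a chi-square near 0, and the closest pair had 2.30, so no pair looked like 1 library entered again. Whether the close pairs come from cells of 1 ESC line and the distant libraries from other lines cannot be told from the value of 6.08 in the farthest close pair. The paper states that 3 independent ESC lines were used per genotype.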
